# A genome‐scale TF–DNA interaction network of transcriptional regulation of *Arabidopsis* primary and specialized metabolism

**DOI:** 10.15252/msb.202110625

**Published:** 2021-11-24

**Authors:** Michelle Tang, Baohua Li, Xue Zhou, Tayah Bolt, Jia Jie Li, Neiman Cruz, Allison Gaudinier, Richard Ngo, Caitlin Clark‐Wiest, Daniel J Kliebenstein, Siobhan M Brady

**Keywords:** CCPs central carbon promoters, GSL glucosinolate, TF transcription factor, Y1H yeast one‐hybrid, Chromatin, Transcription & Genomics, Metabolism, Plant Biology

## Abstract

Plant metabolism is more complex relative to individual microbes. In single‐celled microbes, transcriptional regulation by single transcription factors (TFs) is sufficient to shift primary metabolism. Corresponding genome‐level transcriptional regulatory maps of metabolism reveal the underlying design principles responsible for these shifts as a model in which master regulators largely coordinate specific metabolic pathways. Plant primary and specialized metabolism occur within innumerable cell types, and their reactions shift depending on internal and external cues. Given the importance of plants and their metabolites in providing humanity with food, fiber, and medicine, we set out to develop a genome‐scale transcriptional regulatory map of *Arabidopsis* metabolic genes. A comprehensive set of protein–DNA interactions between *Arabidopsis thaliana* TFs and gene promoters in primary and specialized metabolic pathways were mapped. To demonstrate the utility of this resource, we identified and functionally validated regulators of the tricarboxylic acid (TCA) cycle. The resulting network suggests that plant metabolic design principles are distinct from those of microbes. Instead, metabolism appears to be transcriptionally coordinated via developmental‐ and stress‐conditional processes that can coordinate across primary and specialized metabolism. These data represent the most comprehensive resource of interactions between TFs and metabolic genes in plants.

## Introduction

Metabolism is the fundamental biological process underpinning all cellular functions. An organism’s metabolism comprises individual biochemical reactions organized into metabolic pathways where metabolites are sequentially transformed in increasing or decreasing complexity by enzymes. In conjunction, the primary metabolic pathways create the cellular building blocks and directly contribute to the interconversion of chemicals into energy currency. In plants, and most other organisms, primary metabolites serve as precursors to secondary, or specialized, metabolites crucial to the organism’s interaction with its environment. Plant specialized metabolites serve many functions, including defending plants from predators and pathogens, attracting symbiotic organisms, and promoting interactions with pollinators.

To properly function, metabolic pathways must be intricately orchestrated to maintain the homeostasis necessary for growth and are in turn dependent on the organism’s developmental stage and environment. Thus, it is critical to understand how metabolic pathways are regulated to maximize our ability to predict and manipulate an organism’s genotype‐to‐phenotype matrix. Metabolism is known to be regulated by mechanisms that span the central dogma from messenger RNA (mRNA) transcription to protein posttranslational modifications, with the best‐studied regulatory mechanisms being posttranslational modification and allosteric feedback of enzymes (Nielsen, 2017). Adding to this understanding, systems biology and genetic approaches in single‐celled organisms demonstrate the importance of transcriptional regulation. In *Saccharomyces cerevisiae* and *Escherichia coli*, these systems approaches integrate chromatin immunoprecipitation, transcriptomic experiments, and *in silico* models to elucidate transcription factor (TF)–enzyme promoter regulatory interactions and ultimately, investigation of genome‐scale regulatory networks of global metabolism (Ihmels *et al*, 2002, 2004; Barrett *et al*, 2005; Fang *et al*, 2017; Lempp *et al*, 2019). Studies in these organisms have resulted in a model where metabolic networks are organized into distinct transcriptional modules that control specific cellular processes (Ihmels *et al*, 2002, 2004). Whether the same principles apply in multicellular organisms remains to be determined.

Relative to *S. cerevisiae* and *E. coli*, the genomes of multicellular organisms encode many more genes including TFs, enzymes and in plants, relative to animals, a further expansion of both enzyme and TF families linked to metabolism. The acquisition of multicellularity also enables the partitioning of function across cell types. Thus, multicellular organisms likely have more complex transcriptional and metabolic regulation in comparison with single‐celled microbes. However, few studies exist that systematically characterize the complexity of metabolic networks from the perspective of transcriptional regulation in multicellular organisms. Even fewer studies have explored the regulatory interconnection between the regulation of central and specialized metabolism in multicellular organisms, where specialized metabolism is a critical component of the organism’s response to the environment. Instead, the majority of studies on plant metabolism have focused on the transcriptional regulation of individual pathways (Bonawitz *et al*, 2012; Li *et al*, 2014, 2018; Kim *et al*, 2015; Dolan *et al*, 2017; Gaudinier *et al*, 2018).

Recent work is beginning to show that plant primary and specialized metabolism are highly interconnected. The potential for interconnected regulation of central carbon and specialized metabolism is revealed by transcriptional profiling of mutants in TFs, MYB28 and MYB29, that regulate glucosinolate (GSL) biosynthesis, a specialized metabolic pathway. This work showed that, as expected, these TFs not only regulate the GSL biosynthetic pathway, but also affect several primary metabolic pathways that synthesize precursors of GSLs, including methionine biosynthesis, tryptophan biosynthesis, the TCA cycle, sulfur metabolism, and folate metabolism (Malitsky *et al*, 2008; Sønderby *et al*, 2010). Another example of TFs that affect both central carbon and specialized metabolism are the Mediator complex, a multisubunit transcriptional co‐regulator that interacts with other TFs, and the general transcription machinery to regulate transcription (Tsai *et al*, 2014). In *Arabidopsis*, different subunits of the Mediator complex are involved in fatty acid biosynthesis (Kim *et al*, 2016) and the synthesis of specialized metabolites known as phenylpropanoids (Stout *et al*, 2008; Bonawitz *et al*, 2012; Dolan *et al*, 2017; Dolan & Chapple, 2018). These observations suggest that transcriptional regulation of plant metabolism may be highly coordinated and differs from the pathway‐specific transcriptional regulatory modules, as observed in *S. cerevisiae* and *E. coli*. Thus, we hypothesized that *Arabidopsi*s metabolism is orchestrated by TFs that regulate both primary and specialized metabolism.

Testing this hypothesis requires a large‐scale dataset linking as many TFs to primary metabolism promoters as possible. Presently, large‐scale regulatory transcriptional regulatory networks of plant metabolism can be inferred computationally with tools and publicly available datasets including RNA sequencing (RNA‐Seq), chromatin immunoprecipitation sequencing (ChIP‐Seq), DNA affinity purification sequencing (DAP‐Seq), and protein‐binding microarrays (Weirauch *et al*, 2014; O'Malley *et al*, 2016; Kulkarni *et al*, 2018). However, these datasets are limited to a subset of TFs, with the *Arabidopsis* cistrome dataset consisting of 529 of 2,492 *Arabidopsis* TFs predicted to be in the genome (Pruneda‐Paz *et al*, 2014; O'Malley *et al*, 2016). We complement these approaches using enhanced yeast one‐hybrid (Y1H) assays (Gaudinier *et al*, 2011; Reece‐Hoyes *et al*, 2011a, b) to systematically screen for interactions between approximately 85% of all characterized and putative TFs in *Arabidopsis* and 224 promoters of enzyme genes in 11 central carbon metabolic pathways and of a specialized metabolic pathway, aliphatic GSL biosynthesis. By developing a comprehensive dataset linking TFs to metabolic genes, we can begin addressing key questions on the transcriptional regulation of multicellular metabolism: are metabolic pathways linked by common precursors coordinately regulated by single TFs? Do TFs confer environmental conditionality of primary metabolism as occurs for specialized metabolism?

This dataset showed that 90% of TFs bind to promoters of metabolic genes, with all TFs binding to gene promoters in multiple metabolic pathways. Co‐expression analyses support a regulatory model whereby the majority of TFs influence more than one metabolic pathway. We validated this hypothesis and the dataset by expression profiling inducible lines of four TFs that bind to promoters of genes from a range of metabolic pathways. This showed that the predicted target enzyme genes in the central carbon metabolic pathways were enriched among the differentially expressed genes (DEGs) of the TFs we examined. Additionally, we explored the combinatorial regulation of a single pathway, the TCA cycle, given its interconnection with other central metabolic pathways. This dataset provides a unique resource to extend our understanding of how metabolism is regulated in multicellular organisms.

## Results

### Genome‐scale identification of TFs involved in primary and secondary metabolism

To identify TFs that potentially regulate *Arabidopsis* primary metabolism, we conducted enhanced Y1H screens (Gaudinier *et al*, 2011; Reece‐Hoyes *et al*, 2011a, b) with 224 promoters of enzyme‐encoding genes involved in the TCA cycle, glycolysis and gluconeogenesis, pentose phosphate pathway, glutamine synthetase/glutamine oxoglutarate aminotransferase (GS–GOGAT) cycle, shikimate pathway, and most amino acid biosynthesis pathways, with the exception of the aromatic amino acids (Fig 1A, Dataset EV1). We refer to this collective group of promoters as central carbon promoters (CCPs). We also included promoters of genes involved in aliphatic GSL biosynthesis (Li *et al*, 2014), to investigate transcriptional coordination of primary and secondary metabolism. To enable the genome‐level detection of TFs involved in primary metabolism, we extended our original collection of 812 TFs by cloning an additional 1,224 TFs into activation domain fusion vectors compatible with our enhanced Y1H system (Dataset EV2; Gaudinier *et al,* 2011, 2018; Li *et al,* 2014). The final *Arabidopsis* TF collection contains 2,039 TFs and represents over 80% of all characterized and putative TFs in *Arabidopsis* (Pruneda‐Paz *et al*, 2014; see https://genomecenter.ucdavis.edu/yeast‐one‐hybrid‐services).

**Figure 1:**
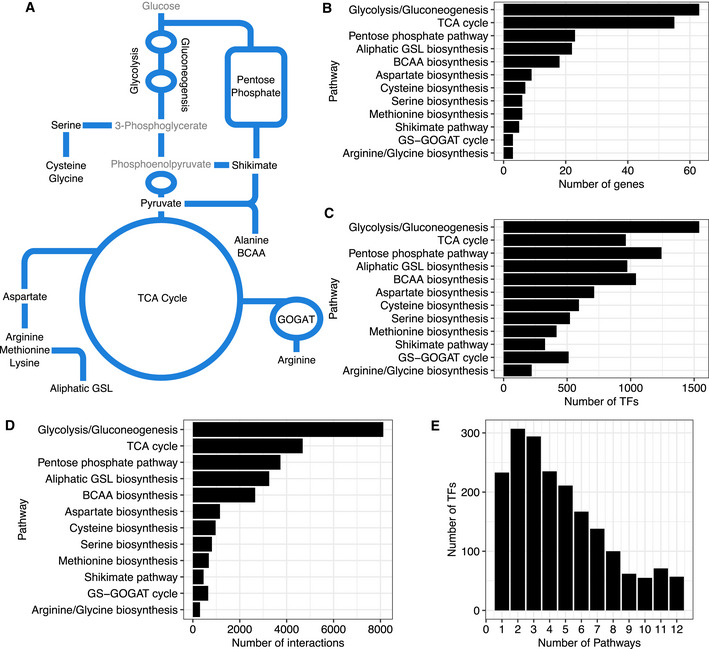
Summary of transcription factor (TF)–promoter interactions of central carbon and specialized metabolism AThe simplified biochemical network comprises amino acid biosynthetic and respiratory pathways in central carbon metabolism and a specialized metabolic pathway, aliphatic glucosinolate (GSL) biosynthesis, studied in this paper.BEach pathway in central carbon and specialized metabolism varies in gene number.C, DYeast one‐hybrid (Y1H) identified TFs that interact with promoters of genes in each pathway in central carbon and in the specialized metabolic pathway.EThe majority of TFs bind to promoters from two or more metabolic pathways.

From the binding data obtained via the genome‐scale Y1H, we queried how promoters and metabolic pathways are organized. We detected 27,485 interactions between 1,930 TFs and 220 promoters across the 12 pathways surveyed (Figs 1A–C, Dataset EV3). Per promoter, we identified 1–509 TF interactions, with an average of 125 TFs binding to a promoter. To visualize if most TFs are specific to individual pathways or connect to multiple metabolic pathways, we mapped TF–promoter interactions relative to their respective pathways (Fig 1B and C). While we observed a general positive relationship between the number of interactions and the number of promoters screened for each pathway (Fig 1B and D), the number of TFs identified did not scale with the number of promoters in each pathway. For instance, we detected approximately the same number of TFs binding to promoters associated with serine biosynthesis and the GOGAT cycle, even though there are twice as many genes encoding enzymes in serine biosynthesis as in the GOGAT cycle. While the large number of TFs found to bind to metabolic promoters could suggest that specific groups of TFs target unique pathways, the majority of TFs (˜88%) in our network bind to gene promoters in two or more pathways (Fig 1E). Indeed, only 10% of the TFs bound to promoters of genes in a single pathway. This pattern of binding suggests TFs may regulate multiple pathways to coordinate metabolic control (Fig 1E). We next queried the percentage of TFs that are shared between metabolic pathways. In all pairwise combinations, the number of TFs common between any two pathways is significantly greater than expected (Fisher’s exact test, false discovery rate (FDR) < 0.0001), signifying that transcriptionally mediated interconnection may be an emergent property of plant metabolism (Fig 2, Dataset EV4). Such coordination may be guided to control a particular biological process or molecular function that requires a subset of metabolic pathways. However, Gene Ontology (GO) enrichment analysis for each pathway did not provide any clarity, likely due to the fact that most TFs do not have known functions or metabolism‐associated annotations (Dataset EV5).

**Figure 2:**
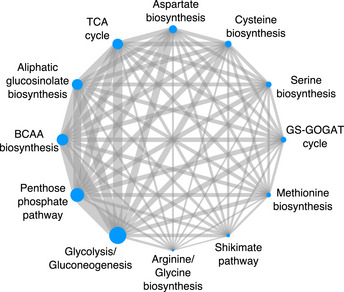
Pairwise association of transcription factors (TFs) between metabolic pathways The number of TFs shared between metabolic pathways is greater than expected by chance for all combinations of pairs of metabolic pathways (Dataset EV4). The size of the nodes corresponds to the number of TFs identified for each pathway. The width of the edge linking two metabolic pathways indicates the number of TFs shared between the two pathways.

We next examined how our representative specialized metabolic pathway, aliphatic GSL biosynthesis, is integrated with central carbon metabolism within the TF–DNA interaction network. Among the 974 TFs that bind to aliphatic GSL gene promoters, 933 of those TFs (˜95%) also bind to promoters from a central carbon pathway. In our pairwise comparison of pathways based on TF binding, the central carbon metabolic pathways that shared the most TFs with aliphatic GSL based on the level of enrichment using a hypergeometric test are the pathways that synthesize the sulfur‐containing precursors needed to synthesize aliphatic GSL (methionine and cysteine) (Dataset EV4). This signifies that although the number of TFs shared between pathways is higher than expected across all pairwise combination of pathways, there is still regional enrichment wherein biosynthetic pathways that are closest within the metabolic network share more TFs than biosynthetic pathways more distant in the metabolic network.

### Coordinate transcriptional regulation of central carbon metabolism

This global analysis of TF–metabolic promoter interactions suggests coordinate transcriptional regulation of central carbon and specialized metabolic pathways. However, genome‐scale assays like the Y1H suffer from both false positives and false negatives. We therefore tested the regulatory capacity of four TFs that bind to gene promoters from multiple metabolic pathways: *CHROMATIN REMODELING 19 (CHA19)*, *EIN2 NUCLEAR ASSOCIATED PROTEIN 1 (ENAP1)*, *LATERAL ORGAN BOUNDARIES‐DOMAIN 16 (LBD16)*, and *WRINKLED 3 (WRI3)* (Table 1). WRI3 binds to promoters in the TCA cycle, glycolysis/gluconeogenesis and pentose phosphate pathway, while CHA19, ENAP1, and LBD16 bind to promoters from all 12 pathways at varying degrees (Table 1, Fig 3A). We predicted that conditional overexpression of these TFs would reveal their sufficiency to regulate gene expression in these pathways. Additionally, we utilized the fact that dark‐grown plant seedlings are heterotrophic and do not shift to autotrophy (photosynthesis) until exposure to light. Thus, we tested the regulatory capacity for these TFs in dark‐grown seedlings. We reasoned that carbon metabolism relating to photosynthesis and carbon fixation would be suppressed in dark‐grown seedlings, and that the seedlings would maintain heterotrophy during catabolism of maternal stores to provide energy for seed germination and growth. *CHA19*, *ENAP1*, *LBD16*, and *WRI3* coding regions were fused to a dexamethasone (Dex)‐controlled glucocorticoid receptor (GR). The gene expression was profiled by RNA‐sequencing 24 h after mock treatment or 10 μM dexamethasone induction in dark‐grown six‐day‐old *Arabidopsis* seedlings. 

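For each of the 4 GR-TFs, 4 independent insertion lines were given mock treatment or dexamethasone (Dex), with 2 biological replicates per line and treatment, so that the 64 libraries hold 8 Dex and 8 mock libraries per GR-TF. Dex lets the fusion of GR and the transcription factor enter the nucleus. No line without a GR-TF is among the libraries, so a response to Dex itself was not measured apart from that to the transcription factor. The authors trimmed the reads, mapped them to TAIR10 with STAR and deposited raw counts for 32833 genes and each of the 2 sequencing runs of a library, without normalization. The counts of both runs were summed here. Total counts in GR-CHA19 ranged from 3736435 to 6044089 (median 5319341) over the 7 Dex libraries that the study's fit used (below), from 3736435 to 6460756 (median 5478272) over all Dex libraries and from 3693757 to 6806039 (median 5651267) with mock treatment. In GR-ENAP1 they ranged from 2059928 to 5941512 (median 4840421) with Dex and from 2669391 to 7571782 (median 5011525) with mock treatment. The range in GR-LBD16 was 4119712 to 7968970 (median 4846617) with Dex and 2964241 to 6227202 (median 5269989) with mock treatment. For GR-WRI3 it was 4627575 to 6278403 (median 5304440) with Dex and 2570143 to 7377308 (median 5380425) with mock treatment. Each GR-TF was fitted alone in edgeR, with a separate mean for each line and treatment, TMM normalization and edgeR's filter on low counts, and the Dex effect was averaged over the lines. The model of the study, a negative binomial regression of each gene with glm.nb from MASS, was run as an alternative. The study's analysis of deviance for GR-CHA19 (Dataset EV6) has 14 null degrees of freedom, which is 15 libraries. Its least-square means for line 7 with Dex lie a median of 0.00310 (natural log scale, 930 genes) from replicate 2 alone and 0.531 from replicate 1 alone, so the library not used was taken to be line 7 with Dex, replicate 1. The paper gives no reason for leaving it out. For GR-CHA19, values over these 15 libraries are given before those over all 16 where both were computed, and values with no number of libraries are over all 16.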

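The transcript of each transcription factor was most abundant in its own lines, in counts scaled to a common library total (CPM). CHA19 (AT2G02090, chromosome 2 from 523223 to 527068 in TAIR10) had 145 CPM ± 43.5 (SD, n = 15 libraries) in GR-CHA19, 144 CPM ± 42.3 (SD, n = 16 libraries) with the library not used by the study, which had 123 CPM, and at most 79.7 CPM in any library of the other GR-TFs. ENAP1 (AT3G11100, chromosome 3 from 3476187 to 3477900) had 299 CPM ± 157 (SD, n = 16 libraries) in GR-ENAP1 and at most 110.2 CPM elsewhere. LBD16 (AT2G42430, chromosome 2 from 17663353 to 17665337) had 185 CPM ± 148 (SD, n = 16 libraries) in GR-LBD16 and at most 18.4 CPM elsewhere. WRI3 (AT1G16060, chromosome 1 from 5508311 to 5511736), whose span overlaps that of another gene by 1436 bases, had 112 CPM ± 54.2 (SD, n = 16 libraries) in GR-WRI3 and at most 2.36 CPM elsewhere. A change of these transcripts with Dex was not detected in their own lines. The log2 fold change of CHA19 was 0.02 over the 15 libraries (adjusted p = 0.926 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.02 over all 16 (adjusted p = 0.911). It was -0.02 for ENAP1 (adjusted p = 1.00), 0.01 for LBD16 (adjusted p = 0.973) and -0.11 for WRI3 (adjusted p = 0.578). A single library moved these changes: ENAP1 was at -0.19 without line 1 mock replicate 1 and 0.28 without replicate 2, CHA19 at -0.07 without line 7 Dex replicate 2, LBD16 at -0.04 without line 12 Dex replicate 1 and 0.06 without replicate 2, and WRI3 at -0.17 without line 8 Dex replicate 2 and -0.04 without line 10 mock replicate 1. Within line 1 of GR-ENAP1 the level of ENAP1 ranged from 162 to 479 CPM, or 2.95 times.

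**Figure D1:**
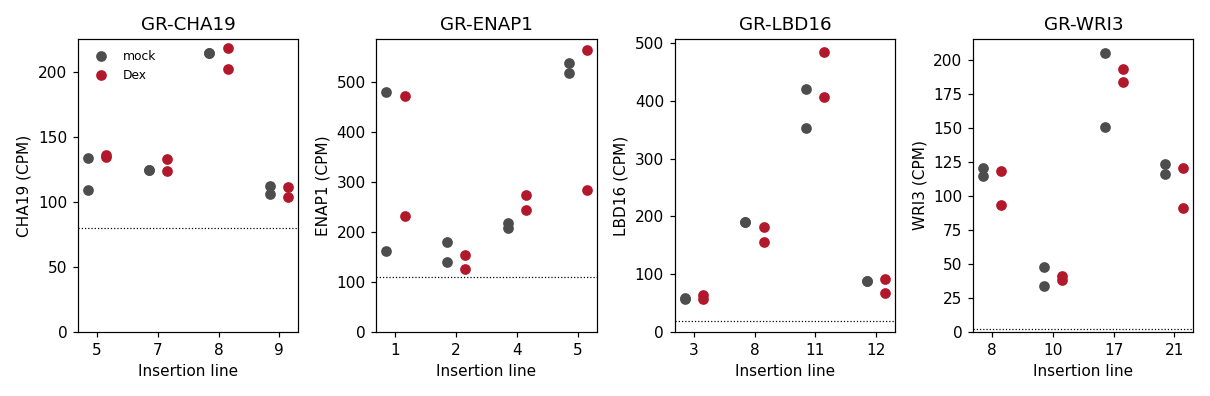
CPM of each transcription factor in the 16 libraries of its own GR-TF, by insertion line, with a point per library (grey, mock; red, Dex). The dotted line is the highest level in any library of the other GR-TFs, 79.7 CPM for CHA19 and 2.36 CPM for WRI3.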

Hundreds to thousands of genes were differentially expressed in response to TF induction across multiple insertion lines (Fig 3B, Dataset EV6). 

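At an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes changed in GR-CHA19, both over the 15 libraries (18538 genes tested) and over all 16 (18272 genes). At an unadjusted p-value under 0.05 these numbers were 2212 and 2560. In GR-ENAP1 0 of 18506 genes passed, with 335 at the unadjusted threshold, and in GR-LBD16 0 of 18706 passed, with 1180. In GR-WRI3 5 of 18311 genes passed, all higher with Dex, with 2836 at the unadjusted threshold. Among them, AT5G41761 had a log2 fold change of 1.70 (standard error 0.24, adjusted p = 0.0263). IGMT5 (AT1G76790) had 1.33 (standard error 0.18, adjusted p = 0.0263) and BCCP2 (AT5G15530) had 0.86 (standard error 0.10, adjusted p = 0.0106). The other two fall outside the rule by which genes were named and were chosen after their values were seen. They are KICP-02 (AT3G50240), at 0.79 (standard error 0.07, adjusted p = 0.000329), and ACP2 (AT1G54580), at 0.49 (standard error 0.06, adjusted p = 0.0180). Each of the 5 was higher in 4 of 4 lines. With each library left out in turn, KICP-02 passed in 16 of 16 fits, BCCP2 in 13, ACP2 in 5, and AT5G41761 and IGMT5 in 4 each. The line by treatment term passed the adjusted threshold for 0 genes in each GR-TF, with 1147 (15 libraries) and 422 (16 libraries) genes at the unadjusted threshold in GR-CHA19, 947 in GR-ENAP1, 445 in GR-LBD16 and 485 in GR-WRI3. Of the alternatives that kept every library in place, the model of the study moved these counts most. Its treatment term passed the same threshold for 1757 genes up and 1593 down in GR-CHA19 with 15 libraries, 2902 and 1413 with 16, 103 and 139 in GR-ENAP1, 638 and 885 in GR-LBD16, and 2203 and 1779 in GR-WRI3. A single library decided some counts. Each of the fits that follow leaves a line and treatment with 1 replicate, which stands apart from the other libraries of its GR-TF. Its departure then counts toward the treatment and line by treatment terms and no longer toward the spread. The genes that pass in them can therefore not be read as responses to Dex. Without line 7 Dex replicate 2, edgeR gave 4167 genes up and 4524 down in GR-CHA19. Its line by treatment term then passed for 6785 genes. Without line 3 mock replicate 2 it gave 4705 and 3951 in GR-LBD16 (9270 for the line by treatment term), and without line 8 Dex replicate 2 it gave 2432 and 2384 in GR-WRI3 (1025 for that term). In GR-ENAP1 the term passed for 6712 genes without line 1 mock replicate 2.

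**Figure D2:**
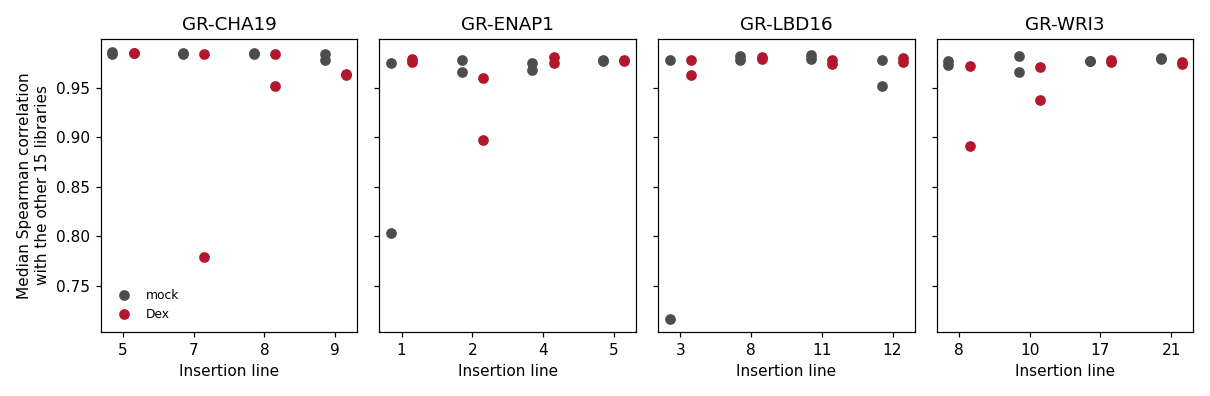
Median Spearman correlation across genes of each library with the other libraries of its GR-TF, by insertion line, with a point per library (grey, mock; red, Dex). GR-CHA19 line 7 Dex replicate 1 lies at 0.779, GR-ENAP1 line 1 mock replicate 1 at 0.803 and GR-LBD16 line 3 mock replicate 1 at 0.717.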

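The promoters bound by WRI3 in Y1H were taken from the 18 solid lines of Fig 3E. The target lists of the other GR-TFs were not analysed here, and the list of 223 screened promoters (Dataset EV1), which is another set than the targets, was used for them. Of the 18 WRI3 targets, 0 were DEGs of edgeR in GR-WRI3, like 0 of the 191 screened genes tested, so that the share could not be tested, and 11 had an unadjusted p-value under 0.05. Of the screened genes, 0 of 190 were DEGs in GR-CHA19 and in GR-ENAP1, and 0 of 191 in GR-LBD16 and in GR-WRI3. With the DEGs from glm.nb, 12 of the WRI3 targets (66.7%) were DEGs, all of them higher with Dex, against 41.9% of the screened genes (one-sided Fisher's exact test, p = 0.0240). In that model 28.9% of the screened genes were DEGs in GR-CHA19 with 15 libraries, where 18.1% of all tested genes were (Fisher's exact test, p = 0.000153). With all 16 libraries these shares were 37.9% and 23.6% (p = 1.37e-05 from the same exact test, with Benjamini-Hochberg adjustment over the GR-TFs). In GR-ENAP1 1.58% of the screened genes and 1.31% of all tested genes were DEGs (exact test, adjusted p = 0.605), in GR-LBD16 6.81% and 8.14% (adjusted p = 0.788), and in GR-WRI3 41.9% and 21.7% (adjusted p = 1.09e-09).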

There was a significant enrichment of Y1H network gene targets among these differentially expressed genes (DEGs) for *GR‐ENAP1; GR‐LBD16*, and *GR‐WRI3* (one‐tailed Fisher’s exact test, *P* < 0.05).

**Table 1:** Associated metabolic pathways of promoters bound by transcription factors tested in conditional glucocorticoid receptor (GR)‐induction assays.

	CHA19	ENA1	LBD16	WRI3
Aliphatic GSL biosynthesis (22)	9	18	9	0
Arginine/glycine biosynthesis (3)	1	3	2	0
Aspartate biosynthesis (9)	2	4	5	0
BCAA biosynthesis (18)	6	8	15	0
Cysteine biosynthesis (8)	1	6	6	0
Glycolysis/gluconeogenesis (64)	19	49	41	8
GS‐GOGAT cycle (3)	2	2	1	0
Methionine biosynthesis (7)	1	3	5	0
Pentose phosphate pathway (25)	8	21	20	3
Serine biosynthesis (6)	3	4	4	0
Shikimate pathway (5)	1	1	2	0
TCA cycle (56)	15	33	24	7

BCAA, branched‐chain amino acid; GS‐GOGAT, glutamine synthetase/glutamine oxoglutarate aminotransferase; GSL, glucosinolate; TCA, tricarboxylic acid.

Summary of the number of targets in each metabolic pathway of Chromatin Remodeling 19 (CHA19), EIN2 Nuclear‐Associated Protein 1 (ENAP1), Lateral Organ Boundaries‐Domain 16 (LBD16), and Wrinkled 3 (WRI3) from yeast one‐hybrid (Y1H) assays. The number of promoters of each metabolic pathway assayed is given in parentheses.

**Figure 3:**
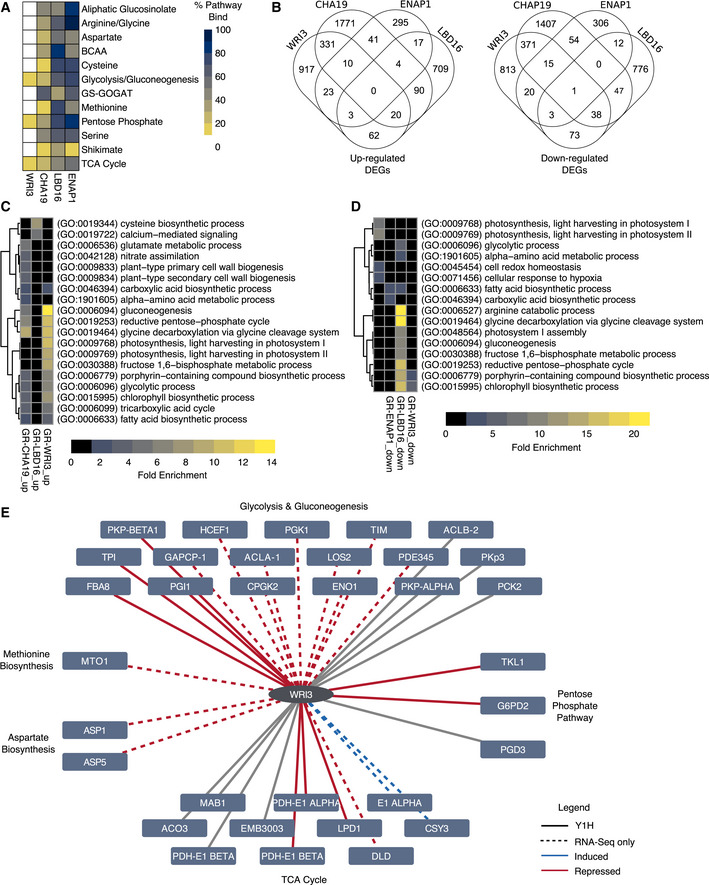
Validation of regulatory interactions via transcriptomics of glucocorticoid receptor–transcription factors (GR–TFs) Chromatin Remodeling 1 (CHA19), EIN2 Nuclear Associated Protein 1 (ENAP1), Lateral Organ Boundaries‐Domain 16 (LBD16), and Wrinkled 3 (WRI3) vary in the pathways and the number of genes targeted based on yeast one‐hybrid (Y1H).Thousands of genes were differentially expressed in dexamethasone (Dex)‐induced GR–TFs compared to GR–TFs under mock conditions.Gene ontologies (GOs) significantly enriched in the upregulated differentially expressed genes (DEGs) included metabolic pathways in central carbon metabolism.Gene ontologies (GOs) significantly enriched in the downregulated DEGs related to central carbon metabolism were found mainly in glucocorticoid‐Lateral Organ Boundaries‐Domain 16 (GR‐LBD16).Wrinkled 3 (WRI3) was enriched for targets in glycolysis/gluconeogenesis and the tricarboxylic acid (TCA) cycle. The WRI3 network consists of interactions identified in the Y1H and through expression profiling of GR‐WRI3. Solid gray lines indicate WRI3–target interactions found in the Y1H network only. Dashed lines signify interactions detected by RNA‐Seq only. Colored solid lines indicate interactions identified via Y1H and RNA‐Seq. Lines are colored by whether GR‐WRI3 upregulates (blue) or downregulates (red) target gene expressions.

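Fig 3E draws 33 genes, all of which could be tested in GR-WRI3. In edgeR's fit 29 were higher and 4 lower with Dex, with a median log2 fold change of 0.27. Of the 21 genes drawn in red, 21 were higher, from 0.10 to 0.87. The genes drawn in blue lay near 0, with PDH-E1 ALPHA 2 (AT1G59900) at -0.15 and CSY3 (AT2G42790) at 0.03. Under TMM, relative log expression, library size alone and DESeq2's size factors, the median over the Y1H targets stayed between 0.21 and 0.25. Over all genes tested, 0 of the 33 passed an adjusted p-value of 0.05 and 23 had an unadjusted p-value under 0.05. Adjusted over the list alone, 23 passed, which is not independent evidence, since the study chose the drawn DEGs on these libraries. The largest rise was that of enolase 1 (ENO1, AT1G74030, chromosome 1 from 27839159 to 27842132), at 0.87 (standard error 0.18, adjusted p = 0.288) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ASP1 (AT2G30970), an aspartate aminotransferase, followed at 0.77 (standard error 0.27, adjusted p = 0.301). Without line 8 Dex replicate 1 they fell to 0.65 and 0.32, PDH-E1 ALPHA 2 was at -0.08 and CSY3 at -0.08. Without line 8 Dex replicate 2 PDH-E1 ALPHA 2 was at -0.23 and CSY3 at 0.11. The libraries were not strand-specific, and 17 of the 37 genes that are drawn in Fig 3E or are the induced factors overlap another gene. Reads from a shared stretch could have been counted for either gene or for neither.

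**Figure D3:**
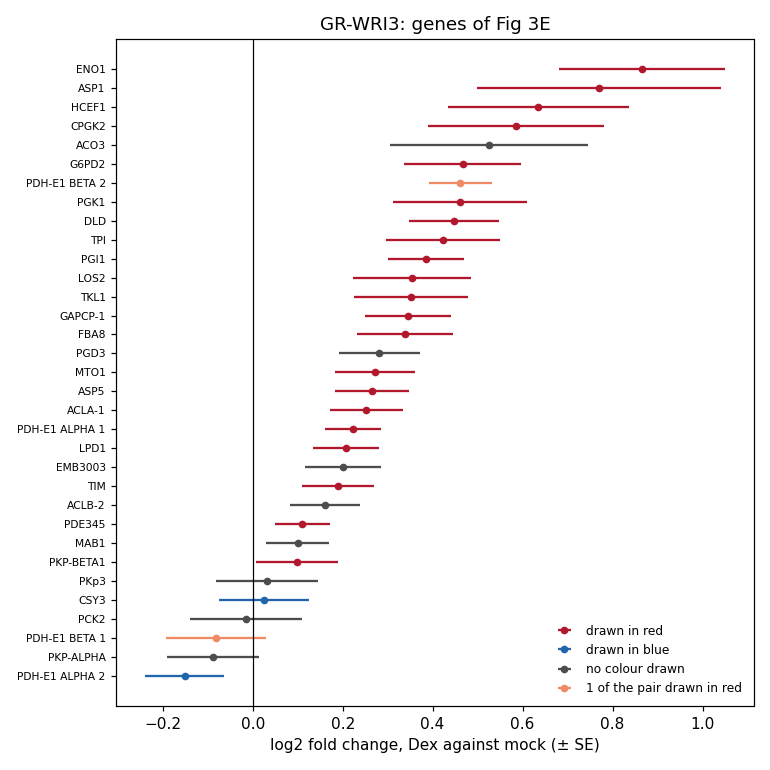
log2 fold change with Dex against mock treatment in GR-WRI3, ± SE, for the 33 genes of Fig 3E, coloured by how that panel draws them. The 21 genes drawn in red lie between 0.10 and 0.87.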

Gene ontology and pathway enrichment analysis further corroborated the effect of these TFs on central carbon metabolism. Gene ontologies (GOs) associated with glycolysis/gluconeogenesis, glycine catabolism, and the TCA cycle were overrepresented more than expected by chance in the significantly upregulated DEGs upon GR induction of *CHA19* and *WRI3* (Fig 3C). 

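The counts come with no gene ontology annotation, so the 12 pathways of Dataset EV1 stood for the ontology terms, together with 4 sets taken from the product descriptions of the annotation. The DEGs of edgeR, 0 outside GR-WRI3 and 5 in it, held 0 genes of any of these sets. In GR-CHA19 the 57 glycolysis/gluconeogenesis genes had a median log2 fold change of 0.09 over the 15 libraries and 0.20 over all 16, and the 51 TCA cycle genes 0.06 and 0.14. In GR-WRI3 the medians were 0.18 and 0.10, and 0.13 and 0.06 without line 8 Dex replicate 1. The TCA cycle median rose to 0.17 without line 8 Dex replicate 2 and, in GR-CHA19, to 0.21 without line 7 Dex replicate 2. Of the 57 glycolysis/gluconeogenesis genes, 41 (15 libraries) and 41 (16 libraries) were higher with Dex in GR-CHA19 and 41 in GR-WRI3, and of the TCA cycle genes 37, 40 and 42. The 6 glycine cleavage genes had a median of 0.21 (15 libraries) and 0.35 (16 libraries) in GR-CHA19 and 0.22 in GR-WRI3 (0.14 without line 8 Dex replicate 1). With the DEGs from glm.nb, glycolysis/gluconeogenesis was overrepresented in the genes up in GR-CHA19 with 15 libraries (16 of 57 genes, against 9.48% of all tested genes, adjusted p = 0.00128 from Fisher's exact test). With 16 libraries 24 of 57 were up (exact test, adjusted p = 0.000101), and in GR-WRI3 24 of 57 (adjusted p = 1.0e-06). The TCA cycle was overrepresented in GR-CHA19 with 15 libraries (14 of 51, exact test, adjusted p = 0.00240) and in GR-WRI3 (18 of 51, adjusted p = 0.000456), while with 16 libraries 15 of 51 were up in GR-CHA19 (adjusted p = 0.104). On edgeR's counts, limma's camera with a preset correlation of 0.01 called glycolysis/gluconeogenesis higher in GR-CHA19 over 15 libraries (adjusted p = 0.0252) and over 16 (adjusted p = 0.0123) and in GR-WRI3 (adjusted p = 0.000292), and the TCA cycle likewise (adjusted p = 0.0375, 0.0129 and 0.000237). Over 15 libraries it also called GOGAT higher in GR-CHA19 (adjusted p = 0.0375). In GR-WRI3 it called serine and arginine/glycine biosynthesis higher as well (adjusted p = 0.00755 and 0.0321). In GR-ENAP1 it called the TCA cycle (adjusted p = 0.0238) and aliphatic glucosinolates (adjusted p = 0.0225) lower. Their medians went from -0.07 to 0.02 and from -0.20 to 0.01 without line 1 mock replicate 1. Without line 1 mock replicate 2 these medians were -0.15 and -0.31. Of the sets from product descriptions, adjusted as a family of their own, it called glycine cleavage higher in GR-CHA19 (adjusted p = 0.00761 over 15 libraries and 0.00457 over 16) and in GR-WRI3 (0.0273). Tetrapyrrole synthesis was called higher in GR-CHA19 (0.00847 and 0.00156) and GR-WRI3 (0.000135) and lower in GR-LBD16 (0.00174). The Calvin cycle was called higher in GR-ENAP1 (0.00174) and GR-WRI3 (0.00166). Light harvesting was called higher in GR-ENAP1 (4.50e-06), GR-LBD16 (0.0263) and GR-WRI3 (0.000821). Its median in GR-LBD16, 0.16, was -0.10 without line 3 mock replicate 1 and 1.65 without replicate 2. In GR-ENAP1 the light harvesting median, 0.26, was 0.09 without line 2 Dex replicate 2 and 0.93 without line 1 mock replicate 2. None of the camera calls held under fry after adjustment. The lowest adjusted p-values of fry in GR-CHA19 over 15 libraries were 0.184 for a pathway and 0.234 for a description set. Those of any GR-TF over all libraries were 0.207 and 0.185. While camera sets a pathway against the other genes, fry asks whether its genes changed at all. Without adjustment, fry was under 0.05 over all libraries for 2 of 12 pathways in GR-CHA19, 0 in GR-ENAP1, 2 in GR-LBD16 and 5 in GR-WRI3.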

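In GR-LBD16 the 7 cysteine biosynthesis genes of Dataset EV1 that could be tested had a median log2 fold change of 0.17, with 5 higher and 2 lower with Dex. Without line 3 mock replicate 1 the median was 0.11. Of these, 2 had an unadjusted p-value under 0.05 and 0 an adjusted one in edgeR. With the DEGs from glm.nb, 3 of the 7 were up (42.9%), against 3.41% of all tested genes (Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0200).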

Cysteine biosynthesis was enriched in significantly upregulated DEGs upon GR induction of *LBD16*. 

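Several central carbon pathways had a median below 0 with Dex in GR-LBD16, with the number of genes at an unadjusted p-value under 0.05 in edgeR given in parentheses. The 57 glycolysis/gluconeogenesis genes had a median log2 fold change of -0.13 (4 genes) and the 23 pentose phosphate pathway genes -0.04 (2 genes). The 52 TCA cycle genes, 39 of them lower, had -0.14 (2 genes), and are the pathway that limma's camera called lower (adjusted p = 0.0238), a call that did not hold under fry (adjusted p = 0.424). Medians were -0.19 (0 genes) over the 6 glycine cleavage genes, -0.09 (0 genes) over the 8 Calvin cycle genes and -0.50 (0 genes) over the 3 arginine/glycine biosynthesis genes. Line 3 mock replicate 1 moved several of them: without it the medians were -0.05 for glycolysis/gluconeogenesis, -0.01 for the pentose phosphate pathway, -0.03 for the TCA cycle, -0.29 for the Calvin cycle and -0.11 for arginine/glycine biosynthesis. Without line 3 mock replicate 2 they were -0.22 for the TCA cycle, -0.0011 for glycine cleavage and 0.45 for the Calvin cycle, and without line 3 Dex replicate 1 the pentose phosphate pathway had -0.07. An adjusted p-value under 0.05 was reached by 0 of them, so their share of the edgeR DEGs could not be tested. With the DEGs from glm.nb, 3 of the glycolysis/gluconeogenesis genes (5.26%) and 2 of the pentose phosphate pathway genes (8.70%) were down, against 4.73% of all tested genes (Fisher's exact test, adjusted p = 1.00 for both). In the same model 6 of the 17 tetrapyrrole synthesis genes were down (exact test, adjusted p = 0.00109 over the tests of the description sets).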

Only *GR‐LBD16* had downregulated DEGs enriched for GO terms involving central carbon metabolism (glycine and arginine catabolism, reductive pentose phosphate pathway, glycolysis, and gluconeogenesis) (Fig 3D). Pathway enrichment analysis (Methods) revealed, in particular, significant enrichment of DEGs in the TCA cycle for *GR‐WRI3*. 

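Of the 56 TCA cycle genes of Dataset EV1, 51 could be tested in GR-WRI3. Of these, 0 were DEGs of edgeR and 13 had an unadjusted p-value under 0.05. With DESeq2, 2 were DEGs (3.92%, one-sided Fisher's exact test, p = 0.00274). With glm.nb, 19 were DEGs (37.3%), 18 higher and 1 lower with Dex, against 21.7% of all tested genes (exact test, p = 0.00836). Against the screened genes tested, of which 41.9% were DEGs in that model, the share was not higher (exact test, p = 0.828). In a vector form of that model, with each library left out in turn, the exact test against all tested genes gave p from 0.000260 to 0.391 and did not pass 0.05 in 3 of 16 fits, without line 8 mock replicate 1 (p = 0.304), line 8 mock replicate 2 or line 10 mock replicate 2 (p = 0.0532).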

As much as 71.4% of the Y1H‐predicted *WRI3* TCA cycle targets were recovered in the RNA‐Seq analysis (Fig 3E, *P* = 0.0006, Fisher’s exact test). Additionally, we found other TCA cycle genes, totaling 28.5% of TCA cycle genes, to be enriched in the set of significant Dex‐dependent genes (Fig 3E, *P* = 0.0018, Fisher’s exact test). These data collectively demonstrate that our TF–DNA interaction network was able to predict *in planta* regulatory interactions, in line with mapped networks for other biological processes (Li *et al*, 2014; Taylor‐Teeples *et al*, 2014; Gaudinier *et al*, 2018; Truskina *et al*, 2021).

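The 7 TCA cycle genes that Fig 3E draws as WRI3 targets had a median log2 fold change of 0.21 in GR-WRI3, with 6 higher and 1 lower with Dex. Plastidic PDH-E1 BETA 2 (AT1G30120) had the lowest p-value of them, with 0.46 (standard error 0.07, adjusted p = 0.0502) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and was higher in 4 of 4 lines. Its paralog PDH-E1 BETA 1 (AT2G34590), with which it could share reads, had -0.08 (standard error 0.11, adjusted p = 0.707). ACO3 (AT2G05710), an aconitase, had 0.53 (standard error 0.22, adjusted p = 0.308), and 0.18 without line 8 Dex replicate 1, where PDH-E1 BETA 1 had 0.01, against -0.20 without replicate 2. Over all genes tested 0 of the 7 passed, and 5 had an unadjusted p-value under 0.05. With glm.nb, 5 of the 7 were DEGs (71.4%), all higher with Dex (one-sided Fisher's exact test against all tested genes, p = 0.00685). Against the tested TCA cycle genes alone, the same share gave p = 0.0578 in the exact test.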

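Beside the targets, Fig 3E draws further TCA cycle genes. DLD (AT4G16155), a dihydrolipoamide dehydrogenase, was higher with Dex in 4 of 4 lines, with a log2 fold change of 0.45 (standard error 0.10, adjusted p = 0.301) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PDH-E1 ALPHA 2 was higher in 0 of 4 lines (standard error 0.09, adjusted p = 0.381) and CSY3 in 2 of 4 (standard error 0.10, adjusted p = 0.908). In glm.nb from MASS, fitted to each gene and adjusted as in edgeR, the p-values were 8.18e-06 for DLD, 0.0364 for PDH-E1 ALPHA 2 and 0.826 for CSY3.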

In most heterotrophic and autotrophic eukaryotes, the TCA cycle occurs predominantly in the mitochondria. Plants, however, have expanded this repertoire such that TCA cycle isoforms also function in the cytosol, peroxisomes, and plastids, thus allowing pathway interactions with photosynthesis, photorespiration, and nitrogen assimilation. These isoforms create the potential for localized bypasses, resulting in cyclic and noncyclic fluxes in the TCA cycle to optimize metabolism (Tcherkez *et al*, 2009; Araújo *et al*, 2012). Given the relatively large number of TCA cycle genes differentially expressed upon GR induction of *WRI3*, we inspected their subcellular localization. 

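By compartment in Dataset EV1, 35 mitochondrial, 7 plastidic, 5 peroxisomal and 6 cytosolic TCA cycle genes were tested in GR-WRI3, and 0 in each were DEGs of edgeR. At an unadjusted p-value under 0.05 there were 7 mitochondrial, 6 plastidic, 0 peroxisomal and 0 cytosolic genes. The median log2 fold change was 0.09 over the mitochondrial, 0.22 over the plastidic, 0.03 over the peroxisomal and 0.04 over the cytosolic genes. Without line 8 Dex replicate 1 the mitochondrial median was 0.05, and without replicate 2 it was 0.15 and the peroxisomal one 0.06. The peroxisomal median was -0.0027 without line 21 mock replicate 2. The cytosolic one was -0.0092 without line 21 Dex replicate 1 and 0.07 without line 8 mock replicate 2. With glm.nb, 6 of the plastidic genes were DEGs (85.7%, two-sided Fisher's exact test, p = 0.000601, Benjamini-Hochberg adjusted over the compartments 0.00240) and 12 of the mitochondrial genes (34.3%, p = 0.0974, adjusted 0.195). In the same model 0 peroxisomal genes (exact test, p = 0.592) and 1 cytosolic gene (p = 1.00) were DEGs.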

The TCA cycle DEGs of GR‐WRI3 are specifically localized in the mitochondria and plastids (Fig 4A). This showed that only the mitochondrial and plastidic TCA pathways were being influenced by WRI3 indicating the potential for TFs to differentially modulate pathways targeted to different subcellular compartments (Fig 4A, *P* = 0.01159 (mitochondria) and *P* = 0.001431 (plastids), respectively, two‐sided Fisher’s exact test, Methods). Overall, the inducible constructs support the Y1H‐binding results and the hypothesis of coordinated regulation across metabolic pathways.

**Figure 4:**
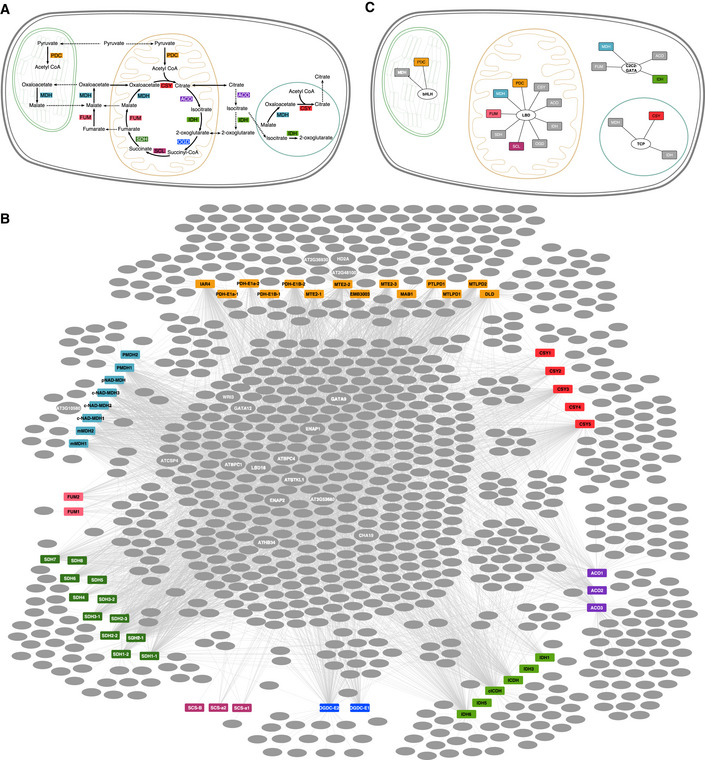
*Arabidopsis* tricarboxylic acid (TCA) cycle and its yeast one‐hybrid (Y1H) network TCA cycle‐associated metabolites and isozymes in the plastid (green), mitochondrion (orange), peroxisome (blue), and cytosol of a plant cell allow for noncyclic flux, thus increasing the flexibility of the pathway. Organelles are not drawn to scale.Y1H network shows the interactions between TFs and promoters of TCA cycle genes. Promoters are colored rectangles. The following colors correspond with the metabolic pathways: Orange PDC, pyruvate dehydrogenase; red CSY, citrate synthase; purple ACO, aconitase; light green IDH, isocitrate dehydrogenase; blue OGD, oxoglutarate dehydrogenase; light purple SCL, succinyl‐CoA ligase; green SDH, succinate dehydrogenase; pink FUM, fumarase; and light blue MDH, malate dehydrogenase. Gray ovals denote TF, and gray edges indicate interactions detected via Y1H. Tested TFs are labeled. See Fig EV1 for full diagram.TF family (oval) enrichment is modularly organized by the interaction of cellular localization and enzyme (rectangles). Colored enzymes indicate significant TF family enrichment in cellular compartment (adjusted *P* < 0.05, Fisher’s exact test).

**Figure EV1:**
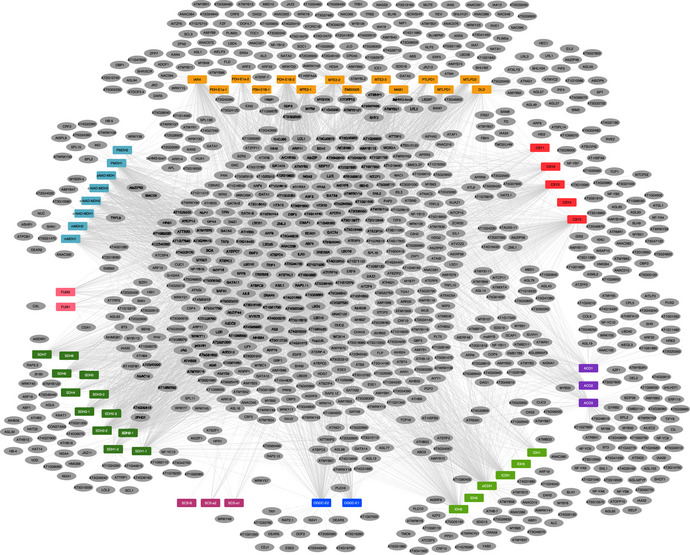
Transcription factor–tricarboxylic acid (TF–TCA) cycle target gene interaction network Yeast one‐hybrid (Y1H) assays revealed a large and combinatorial network of TF–TCA cycle target gene interactions. Colored rectangles, promoters; gray oval, transcription factor; gray edge, interaction. Orange PDC, pyruvate dehydrogenase; red CSY, citrate synthase; purple ACO, aconitase; light green IDH, isocitrate dehydrogenase; blue OGD, oxoglutarate dehydrogenase; light purple SCL, succinyl CoA ligase; green SDH, succinate dehydrogenase; pink FUM, fumarase; light blue MDH, malate dehydrogenase.

### Uncovering regulators of the *Arabidopsis* TCA cycle

To develop a deeper understanding of a single metabolic pathway, we focused on the TCA cycle that converts nutrients into carbon skeletons for more complex biomolecules and reduces electron carriers for adenosine triphosphate (ATP) synthesis. These functions are carried out by eight enzymes: citrate synthase (CSY), aconitase (ACO), isocitrate dehydrogenase (IDH), oxoglutarate dehydrogenase (OGD), succinyl‐CoA (coenzyme A) ligase (SCL), succinate dehydrogenase (SDH), fumarase (FUM), and malate dehydrogenase (MDH), many of whom have organelle‐specific isoforms (Fig 4A). Pyruvate dehydrogenase (PDH) serves as a critical link between glycolysis and the TCA cycle, which together, form the central hub of carbon metabolism. Thus, the plant TCA cycle comprises organelle‐specific isoforms, connects with many metabolic processes, and its activity likely functions in different ways in cells, tissues, organs, and the plant’s response to the environment. We therefore use the TCA cycle as a reference point to examine how TFs function to organize the TCA cycle and ultimately how this regulation coordinates plant growth, development, and response to the environment.

We first mapped a TCA cycle subnetwork consisting of 4,684 interactions between 962 TFs and 55 TCA cycle genes (Figs 4B and EV1, Datasets EV1 and EV3). Within this subnetwork, we tested the hypothesis that certain TF families coordinate specific isoforms within specific cellular compartments. Enrichment was constrained to specific enzyme isoforms targeted to defined cellular compartments and not for all TCA cycle enzymes in that compartment (Fig EV2). For example, TFs in the LATERAL ORGAN BOUNDARIES DOMAIN (LBD) family were enriched for binding to promoters of genes encoding the mitochondrial‐localized forms of pyruvate dehydrogenase (PDH), succinyl‐CoA ligase (SCL), fumarase (FUM), and malate dehydrogenase (MDH) (Figs 4C and EV2, Dataset EV7). These data suggest that the transcriptional control of the TCA cycle is organized around the intersection of the enzyme complex and subcellular compartment.

**Figure EV2:**
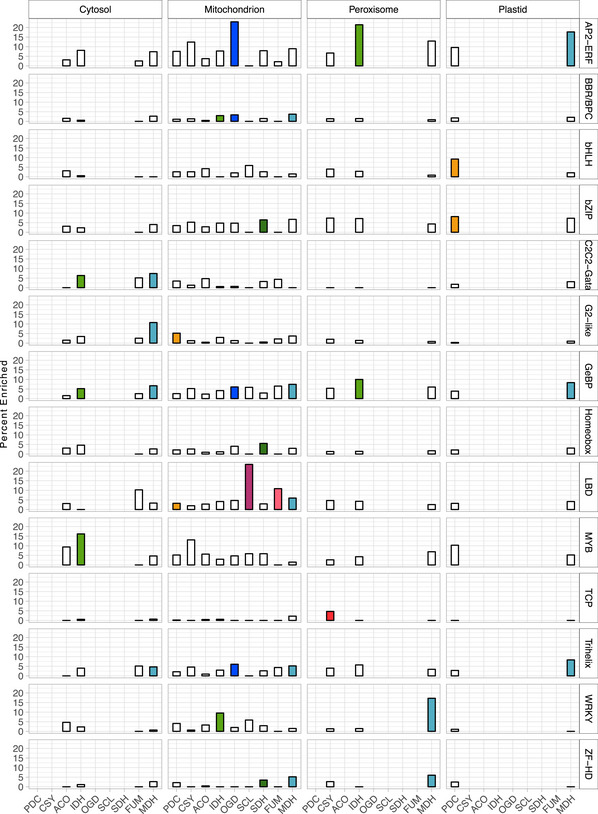
Transcription factor (TF) families are enriched for tricarboxylic acid (TCA) cycle gene targets in specific cellular compartments Bar graphs display the percentage of TFs enriched for binding to promoters of the TCA cycle enzyme in the cytosol, mitochondrion, peroxisome, and plastid. The bar is colored if the TF family targeting the TCA cycle enzyme in the cellular compartment is significant (adjusted *P* < 0.05, Fisher’s Exact Test, Dataset EV7). The colors of bars correspond to the TCA cycle enzyme in Figs 4 and EV1.

As metabolic priorities differ between plant cell types and shift while adapting to environmental changes, we predicted that a given TF’s regulation of TCA cycle genes will be structured by development and the environment. To test this prediction of context dependency, we estimated the Pearson correlation coefficients of TFs and their TCA cycle targets across five microarray datasets that surveyed different developmental processes and environments: (i) plant development (Schmid *et al*, 2005); (ii) root cell type development (Birnbaum *et al*, 2003; Lee *et al*, 2006; Levesque *et al*, 2006; Brady *et al*, 2007); (iii) pollen development (Honys & Twell, 2004; Qin *et al*, 2009); (iv) osmotic stress (Kilian *et al*, 2007); and (v) salt stress (Kilian *et al*, 2007) (Dataset EV8, Reagents Table). If our hypothesis of conditional regulation were true, we expected to detect few interactions in common across the five microarray datasets. As many as 1,046 TF/TCA cycle target interactions from the TCA cycle subnetwork (˜26%) were highly correlated (|*r*| > 0.8) in one or more microarray datasets (Fig EV3). Of the TF/TCA cycle target interactions that are highly co‐expressed, 797 interactions (˜76%) were exclusive to only one of the five microarray datasets. Roughly 23% (237) of the highly correlated interactions between TF and TCA cycle targets were found in two microarray datasets, with the vast majority of these being an overlap between related salt and osmotic stress microarrays. The absence of universal TF/TCA cycle target interaction and the high percentage of interactions being specific to a developmental or stress dataset align with our hypothesis that regulation of TCA cycle genes is highly conditional.

**Figure EV3:**
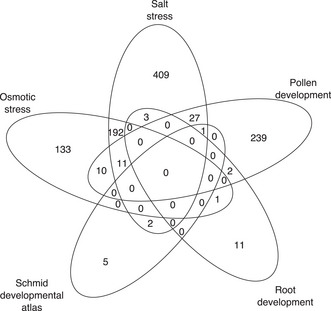
Highly correlated transcription factor–tricarboxylic acid (TF–TCA) cycle target gene interactions shared between microarray datasets Numbers in the Venn diagram represent the TF–TCA cycle target gene co‐expression with the absolute value of Pearson correlation coefficient ≥ 0.8 (Dataset EV8).

### Seventeen TFs contribute to TCA‐cycle‐dependent plant growth

To test the function of TFs within this TCA cycle subnetwork, we developed a system to test the phenotypic consequences of defects in the TCA cycle. Dark‐grown Arabidopsis seedlings utilize the TCA cycle to catabolize seed stores and exogenous carbohydrates and lipids for growth (Padmasree *et al*, 2002; Lee *et al*, 2010; Angelovici *et al*, 2011; Zakhartsev *et al*, 2016). Wild‐type Col‐0 seedlings are etiolated with long hypocotyls and a short root in the dark (Fig 5A). Our previous transcriptome profiling experiment demonstrates that WRI3 is sufficient to regulate TCA cycle gene expression in the dark. In agreement with these data, the hypocotyl and root lengths of the *wri3* loss‐of‐function mutant allele are shorter compared to those of wild type under specific conditions (Fig 5B, C, and E). This suggests that we can utilize hypocotyl and root lengths as a proxy for alterations in the respiratory/TCA cycle output in plant growth and development.

**Figure 5:**
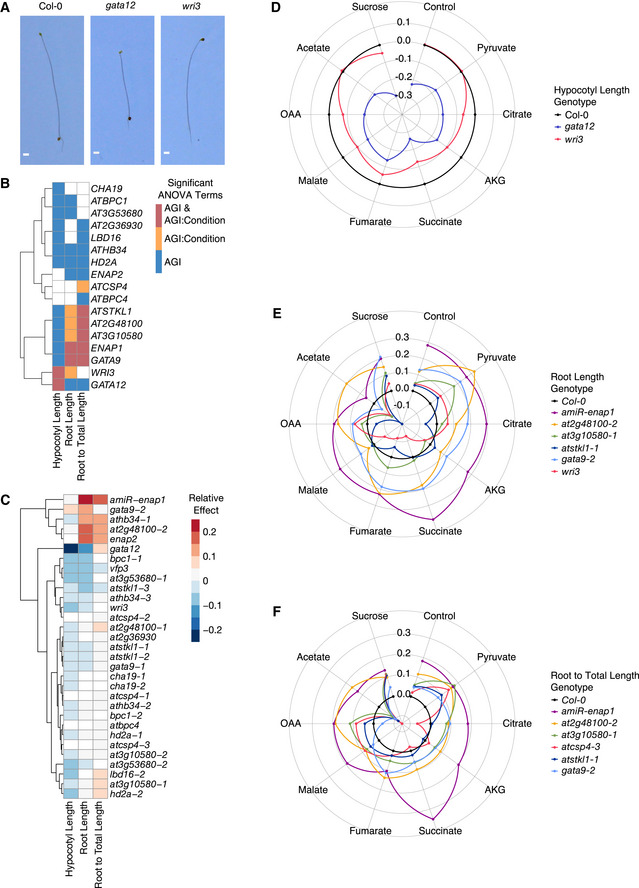
Characterization of tricarboxylic acid (TCA) cycle function in transcription factor (TF) mutant alleles ARepresentative 5‐day‐old seedlings of wild‐type *Arabidopsis thaliana* Col‐0 and TF mutants *gata12* and *wri3* grown in the dark. Scale bar, 1 mm.BHeat map indicates which TFs significantly affect hypocotyl length, root length, and the composite trait of root to total length in dark‐grown seedlings and whether the effects of TFs are dependent on condition. TFs are hierarchically clustered using Euclidean distance.CHeat map of the average relative effects of TF mutant alleles on hypocotyl length, root length, and the ratio of root to total length reveals that TF lesions significantly perturbed TCA cycle‐dependent growth. Mutant alleles are listed in rows and traits in columns. Cells of TF mutant alleles in the heat map are colored if the Arabidopsis Genome Initiative (AGI) or AGI:TCA Metabolite linear model terms for each trait are statistically significant (*P* < 0.05, two‐way ANOVA, 16–20 seedlings per genotype per condition across two experiments per genotype). Mutant alleles are hierarchically clustered using Euclidean distance.D–FHypocotyl length, root length, and the ratio of root to total length are dependent on TF and exogenous TCA cycle metabolites. Radar plots present mutant phenotypes relative to Col‐0 (black). The ratio of mutant: WT (wild‐type) traits was determined using the estimated marginal means (EMMs) of each genotype calculated from 16 to 20 seedlings per genotype per condition across two experiments.

Transcription factor–TCA cycle target expression correlation analyses suggested that TCA cycle transcriptional regulation is highly context‐dependent. To assess the functional contribution of select TFs from this subnetwork to the TCA cycle and context‐dependent plant growth, we obtained 31 insertional mutant alleles of 17 TFs (Reagents Table). The expression of these 17 TFs was highly correlated with their TCA cycle gene targets in the salt and osmotic stress datasets, and was associated with primary metabolic GOs more than expected by chance (Dataset EV9). To first assess their contribution to the TCA cycle, we measured the hypocotyl and root lengths and the ratio of root length to the total seedling length (the sum of hypocotyl and root lengths) of the mutant alleles. We further queried the dependence of these phenotypes on a particular stage of the TCA cycle by externally supplying TCA cycle intermediates—pyruvate, oxaloacetic acid (OAA), citrate, alpha‐ketoglutarate, succinate, fumarate, and malate. We also included acetate to capture the noncyclic pathway of the TCA cycle and sucrose as a representative respiration‐dependent carbon source (Eastmond *et al*, 2000). In wild‐type seedlings, pyruvate, OAA, citrate, alpha‐ketoglutarate, fumarate, acetate, and sucrose decrease the hypocotyl length; while alpha‐ketoglutarate, succinate, fumarate, malate, and sucrose increase the root length (Fig EV4A and B). The ratio of root to total seedling length of wild‐type *Arabidopsi*s responded similarly to root lengths (Fig EV4C). These observations support our hypotheses that TCA cycle activity and its intermediates have distinct functions in different organs (the root and hypocotyl).

**Figure EV4:**
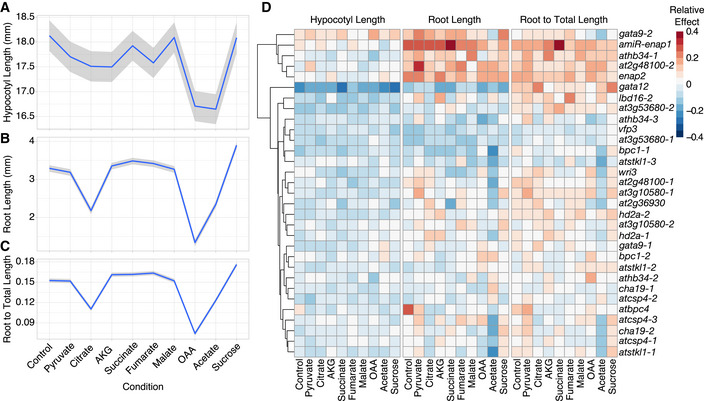
Wild‐type Col‐0 and transcription factor (TF) mutant responses to tricarboxylic acid (TCA) metabolites A–CHypocotyl length, root length, and the ratio of root to total length of *Arabidopsis thaliana* Col‐0 seedlings grown on control or TCA metabolites. Data shown are mean (blue) ± SE (gray) calculated from ˜200 seedlings per condition.DHeat map summarizing the relative effect of TF mutant alleles on the hypocotyl length (left), root length (center), and the ratio of root to total length (right) on control or TCA metabolites‐supplemented media. Mutant alleles are listed in rows.

TF‐dependent changes and TF by TCA cycle intermediate‐dependent changes in the three traits were tested using a two‐way ANOVA (Fig 5B, Dataset EV10). Of the 17 tested TFs and their corresponding mutant alleles, 12 TFs have significant genotype‐dependent hypocotyl growth effects. Six TFs have significant genotype‐dependent effects on the root length and seven TFs have significant genotype‐dependent effects on the ratio of root to total seedling length. *HD2A* and *AtHB34* are the two TFs that have significant genotype‐dependent effects across the three measured traits. In the majority of the TF mutant alleles tested, hypocotyl lengths decreased across the TCA intermediate conditions, indicating that the majority of these TFs promote hypocotyl length. The direction of the effect on root length and the ratio of root to total seedling length was more varied among the TF mutant alleles across conditions (Fig EV4D), indicating that the responses to the TCA intermediates in the roots and the ratio of root to total lengths are conditional to the specific TF. Over one third of the TFs have significant effects conditional on TCA intermediate supplementation (Fig 5B). Two TFs showed significant genotype by TCA intermediate effects in hypocotyl length—*GATA12* and *WRI3* (Fig 5B and D). Six of the 17 TFs tested have significant genotype by TCA metabolite effects on root length and root to total length in the mutant allele seedlings, with five TFs common between the two traits (Fig 5B–F, Dataset EV10). In summary, all 17 TFs tested have an effect on plant growth in the dark and TCA‐cycle‐dependent nutrition. Moreover, there was a near‐absence of TFs with significant TCA metabolite interaction effects that overlap between the hypocotyl and the root. This further supports our hypothesis that TCA cycle activity differs dependent on the organ type and points to specific TFs potentially responsible for this conditionality.

### TFs affect salt stress responses

The above phenotypic analyses establish that the TCA cycle TF subnetwork affects TCA cycle‐linked growth and development. We next tested our hypothesis that these TFs also organize TCA cycle function in response to the environment by focusing on salt stress. Salt stress generates a dramatic shift in plant primary metabolism including for the TCA cycle (Sanchez *et al*, 2007). Saline conditions are a major threat to agriculture and we thus analyzed physiologically relevant traits throughout the plant life cycle. All of the 17 TFs are highly correlated with their TCA cycle target genes in salt stress conditions (Dataset EV8). We therefore evaluated the TF mutant alleles’ response to salt stress. At seven days of age, plants were watered with either water or water with 50 mM NaCl. This concentration of salt is the minimum concentration necessary to induce a significant growth difference in wild‐type *Arabidopsis* Col‐0 seedlings (Julkowska *et al*, 2014). Rosette area, growth rate, dry shoot biomass, flowering time, seed yield, and the natural abundance of ^13^C, ^15^N in seeds as well as their ratio (^13^C:^15^N) were measured and provide a comprehensive overview of the agriculturally relevant consequences of TCA cycle disruption over the continuum of plant growth in response to salt stress. TF‐dependent and TF by salt treatment‐dependent responses were evaluated using a two‐way ANOVA (Dataset EV11).

As anticipated, salt stress significantly reduced growth rate and dry shoot biomass in wild‐type Col‐0 plants (Fig EV5A–F). Mutations in 15 of the TCA cycle‐linked TFs led to small but significant effects on shoot biomass, flowering time, growth rate, and seed yield in both control and salt conditions relative to Col‐0 (Figs 6A and EV5G). These included both positive and negative effects on rosette areas of TF mutants. Six of the TFs tested affected growth in a salt‐dependent manner, including mutants of *BASIC PENTACYSTEINE 4* (*ATBPC4*), *COLD SHOCK DOMAIN PROTEIN 4* (*ATCSP4*), *AT2G48100*, and *CHA19* for rosette area, *LBD16* in dry shoot biomass, and *WRI3* and *AT2G48100* in seed yield (Fig 6B and C, Datasets EV11 and EV12).

**Figure EV5:**
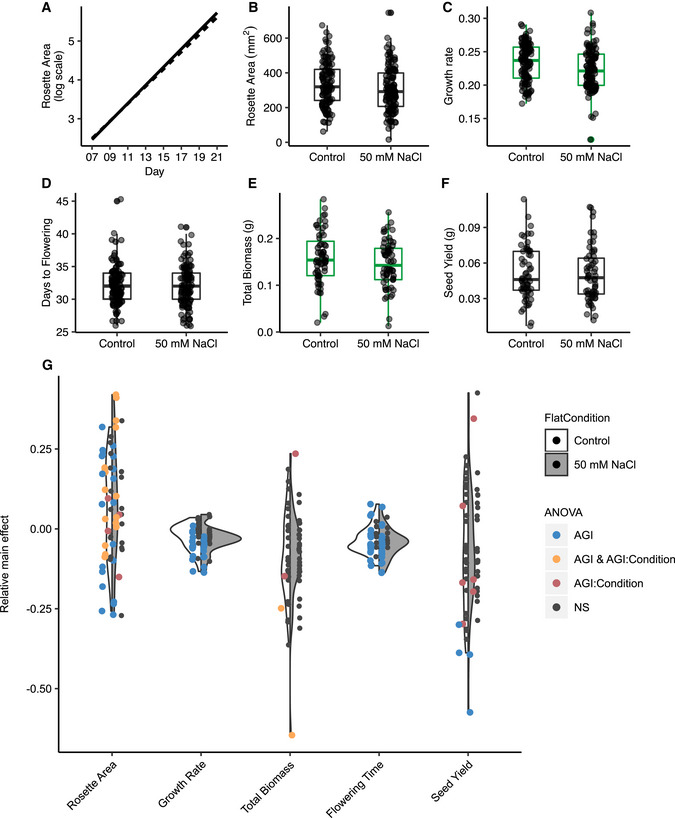
Wild‐type Col‐0 and transcription factor (TF) mutant responses to salt treatment A–FRosette area, growth rate, days to flowering, dry shoot biomass, and seed yield of wild‐type Col‐0 under control and salt conditions. Solid line, control and dashed line, 50 mM NaCl. Green‐colored box plots indicate significant differences between treatments (*P* < 0.05, Student’s *t*‐test, *N* = 100 plants per condition). Box plots mark the interquartile range, from the 25^th^ to the 75^th^ percentile, and are centered at the median. Whiskers extend to 1.5*interquartile range below the lower quartile and above the upper quartile.GDistribution of relative effects of TF mutant alleles under control and salt stress conditions. Dots represent TF mutant alleles. TF mutant alleles are colored if the Arabidopsis Genome Initiative (AGI) (blue), AGI:Condition (red), and AGI and AGI:Condition (orange) linear model terms are significant (*P* < 0.05, two‐way ANOVA). White violin, control condition; gray violin, salt stress condition.

**Figure 6:**
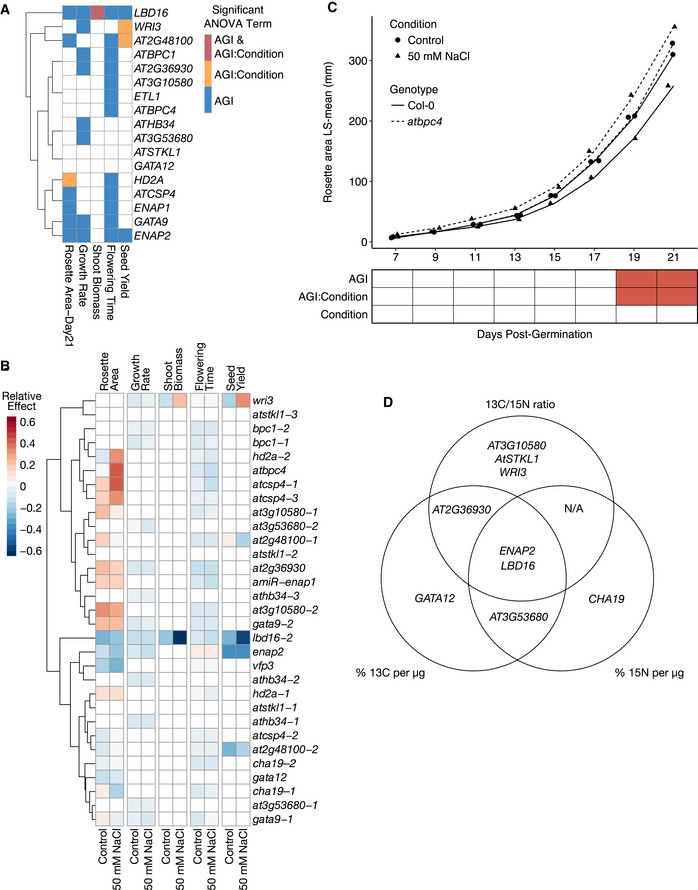
Phenotypes of mutant alleles are genotype by salt treatment‐dependent Heat map indicates which transcription factors (TFs) significantly affect rosette area, growth rate, shoot biomass, flowering time, and seed yield and whether the effects of TFs are dependent on salt treatment. TFs are hierarchically clustered using Euclidean distance.Heat map summarizing the relative effect of TF mutant alleles under control and salt treatment on rosette area, growth rate, shoot biomass, flowering time, and seed yield. Mutant alleles are listed in rows and traits under both control and salt treatment are in columns. Cells of TF mutant alleles in heat map are colored if the Arabidopsis Genome Initiative (AGI) or AGI:Condition term in the linear model of each trait is statistically significant (*P* < 0.05, two‐way ANOVA, *N* = 6–10 plants per genotype per condition). Mutant alleles are hierarchically clustered using Euclidean distance.Rosette area of the mutant allele of *BPC4* from day 7 to day 21 postgermination. Linear model for two‐way ANOVA considers AGI, salt treatment, day postgermination, and their interactions. The AGI and AGI:Salt Condition terms are statistically significant (*P* < 0.001, *P* < 0.01, respectively). Heat map under line plot indicates which term in the linear model is statistically significant (*P* < 0.05) using two‐way ANOVA for each day from nine biological replicates per condition. Solid lines, Col‐0; dashed line, *bpc4*; circle, control condition; triangle, 50 mM NaCl.Venn diagram of transcription factors in which the natural abundance of ^13^C and ^15^N and the ratio of ^13^C to ^15^N that were perturbed in their respective mutant alleles. Transcription factors are listed if the Arabidopsis Genome Initiative (AGI) or AGI:Salt Treatment linear model terms are statistically significant (*P* < 0.05), as determined by a two‐way ANOVA from 3 to 5 biological replicates per genotype per condition.

In addition to growth phenotypes, mutations in nine of the tested TFs led to significant changes in the abundance of ^13^C, ^15^N, or the ^13^C:^15^N ratio (Fig 6D). Five TFs had significant genotype‐dependent effects on ^13^C abundance. Two TFs had significant genotype‐dependent effects and two TFs had significant TF by salt treatment on ^15^N abundance. Among the TFs that affected the ^13^C:^15^N ratio, two TFs had significant genotype‐dependent effects and three TFs had significant effects dependent on the salt treatment (Fig 6D, Datasets EV11 and EV12). Mutations in *ENAP2* and *LBD16* generated significant differences in all three isotope abundance traits relative to Col‐0 (Figs 6D and EV6, Datasets EV11 and EV12).

**Figure EV6:**
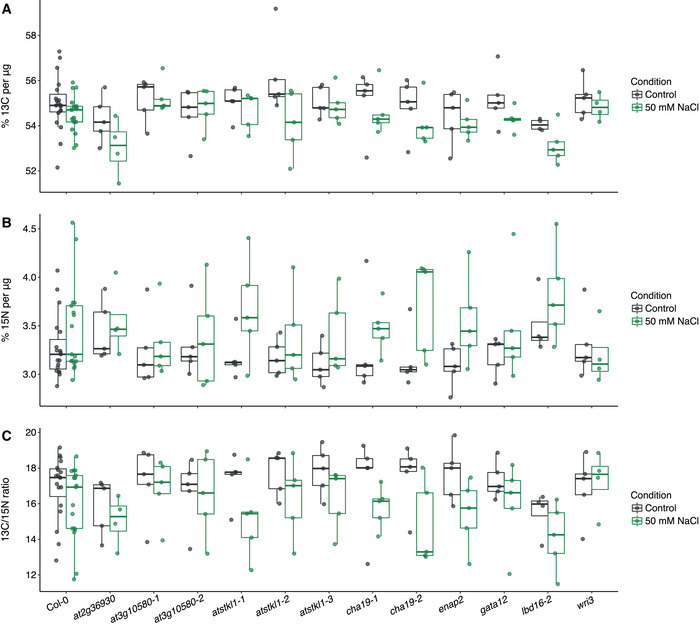
^13^Carbon, ^15^nitrogen and the carbon:nitrogen ratio of transcription factor (TF) mutant alleles A–CPercentages of ^13^C, ^15^N, and the ratio of ^13^C:^15^N of seeds of individuals grown in control and salt stress conditions. Box plots are shaded in if the Arabidopsis Genome Initiative (AGI) or AGI:Condition linear model terms were significant (*P* < 0.05, two‐way ANOVA, *N* = 3–5 biological replicates for the mutant genotype per condition, 17 biological replicates for Col‐0 per condition). Box plots mark the interquartile range, from the 25^th^ to the 75^th^ percentile, and are centered at the median. Whiskers extend to 1.5*interquartile range below the lower quartile and above the upper quartile. Individual measurements are plotted as dots.

Given the influence of these TFs on both dark‐mediated growth and salt stress, we investigated if the two sets of traits showed a connection as might be expected if a single metabolic pathway (the TCA cycle) underlies both context‐dependent phenotypes. A positive correlation (*r* = 0.53, *P* = 0.03) was observed between the number of significant phenotypes observed in the dark TCA intermediate‐feeding and salt stress response experiments and the number of significant C and N content phenotypes (Fig EV7). In summary, our phenotypic analyses of mutant alleles of 17 TFs within this TCA cycle subnetwork demonstrate this regulatory module’s importance in plant growth and its response to salt stress as well as the importance of TFs in coordination of TCA cycle function in different organs and conditions.

**Figure EV7:**
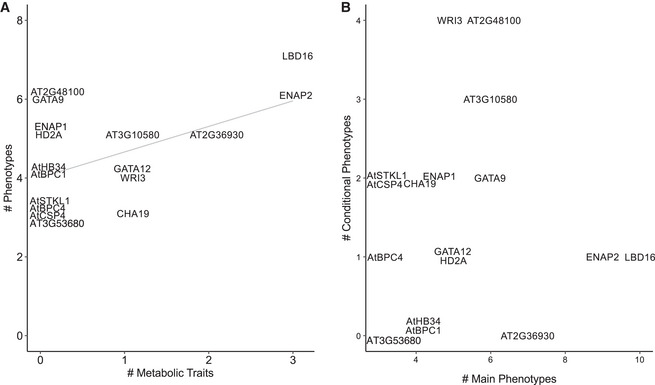
Summary of transcription factor (TF) mutant growth traits and metabolic phenotypes A positive correlation is observed between the number of significant growth phenotypes from the tricarboxylic acid (TCA) metabolite feeding and salt stress experiments and the number of significant metabolic phenotypes of seeds from the salt stress experiment (*r* = 0.53, *R* ^2^ = 0.28, *P* = 0.03, Pearson correlation).No correlation is observed between the total number of TFs with significant main effects and the total number of TFs with significant conditional (interaction) effects (*r* = 0.034, *R* ^2^ = 0.0011, *P* = 0.90, Pearson correlation).

## Discussion

Here, we present a global map of interactions between TFs and gene promoters in central carbon and specialized metabolism in *Arabidopsis*. The Y1H methods are complementary to other high‐throughput *in vitro* assays including protein‐binding microarrays (Weirauch *et al*, 2014), DAP‐seq (O'Malley *et al*, 2016), or computational inferences (Kulkarni *et al*, 2018) to identify interactions between TFs and target genes. Some of these methods assay for interactions between hundreds of TFs—916 TFs (Kulkarni *et al*, 2018) or 529 TFs (O'Malley *et al*, 2016). This mapped set of interactions utilizes a full TF collection, which has been utilized in Y1H assays (Breton *et al*, 2016; Bonaldi *et al*, 2017; Kang *et al*, 2018; Li *et al*, 2019), albeit with fragments of single regulatory regions. Here, we utilized an enhanced Y1H system (Gaudinier *et al*, 2011) to screen for interactions with 224 promoters enabling the detection of a vastly higher proportion of transcriptional regulators of primary and specialized metabolism than these previously mentioned studies.

The resulting putative regulatory network model differs from that found in single‐celled organisms. In this network, most TFs bind to promoters of genes in two or more metabolic pathways rather than being pathway‐specific TFs, suggesting a model of regulation that requires TF coordination of multiple pathways. Additionally, a large collection of TFs were identified via the Y1H analyses that could potentially regulate each pathway. Together, these analyses suggest that a pathway‐specific or master‐regulatory model is not likely the design principle underlying metabolism in *Arabidopsis*, and potentially, plants. Instead, we propose that plant metabolism is controlled via a distributed system whereby each pathway is influenced by a large collection of TFs. This collection of TFs provides the ability for multiple pathways to be coordinated as a unit and for different modules to be created. This potential was supported by the inducible TF analyses whereby genes in the pentose phosphate pathway, glycine biosynthesis, and cysteine biosynthesis were differentially expressed upon induction of each single TF, with enrichment for their putative regulatory targets.

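In edgeR's fit, 2 of the 23 pentose phosphate pathway genes tested had an unadjusted p-value under 0.05 in GR-CHA19 with 15 libraries and 5 with 16, 2 in GR-ENAP1, 2 in GR-LBD16 and 8 in GR-WRI3, and 0 passed the adjusted threshold in any. With the DEGs from glm.nb the numbers up and down were 5 and 1 in GR-CHA19 with 15 libraries (10 and 1 with 16), 0 and 1 in GR-ENAP1, 1 and 2 in GR-LBD16 and 9 and 0 in GR-WRI3. For the 7 cysteine biosynthesis genes these were 0 and 0 in GR-CHA19 with 15 libraries (2 and 0 with 16), 0 and 0 in GR-ENAP1, 3 and 0 in GR-LBD16 and 1 and 1 in GR-WRI3. For the 3 arginine/glycine biosynthesis genes they were 1 and 0 in GR-CHA19 with 15 libraries (1 and 0 with 16), 0 and 0 in GR-ENAP1, 0 and 0 in GR-LBD16 and 3 and 0 in GR-WRI3.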

An additional benefit of a distributed control system is that it allows for more fine‐tuning to precisely respond to either environmental or developmental cues. This potential has been previously observed in the aliphatic GSL pathway wherein TFs had tissue‐ and/or environmentally conditional effects (Li *et al*, 2014, 2018). In this study, we were able to extend this observation of developmental and environmental context‐specific regulation of the TCA cycle, a central primary metabolic pathway within *Arabidopsis*. Genetic perturbation of 17 TFs revealed that these factors regulate the TCA cycle and the localization of their targets suggests differential transcriptional control of TCA cycle targets within various cellular compartments, potentially increasing the flexibility of the pathway. These findings on the TCA cycle further enhance the difference in multicellular metabolic regulation as the TCA cycle within the single‐celled *Escherichia coli* and *Saccharomyces cerevisiae* is determined by a limited number of metabolites using a few key TFs.

This resource of TF–enzyme promoter interactions in *Arabidopsis* has allowed us to propose a hypothesis that multicellular organisms rely on a distributed regulatory system for controlling metabolism rather than the previously observed master‐regulatory/pathway‐specific system found in single‐celled organisms. Furthermore, it can provide an important source of regulatory modules to enable combinatorial engineering of plant metabolism across diverse metabolic pathways.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/Resource	Reference or Source	Identifier or Catalog number
**Experimental Models**		
*Arabidopsis thaliana* Col‐0	Dr. Daniel Kliebenstein (UC Davis)	N/A
*Arabidopsis thaliana wri3,* AT1G16060	*Arabidopsis* Biological Resource Center	SALK_144578
*Arabidopsis thaliana bpc1‐1,* AT2G01930	*Arabidopsis* Biological Resource Center	SALK_072966
*Arabidopsis thaliana bpc1‐2,* AT2G01930	*Arabidopsis* Biological Resource Center	SALK_101466
*Arabidopsis thaliana cha19‐2,* AT2G02090	*Arabidopsis* Biological Resource Center	SALK_069014
*Arabidopsis thaliana cha19‐1,* AT2G02090	*Arabidopsis* Biological Resource Center	SALK_054130
*Arabidopsis thaliana atcsp4‐1,* AT2G21060	*Arabidopsis* Biological Resource Center	GABI‐579G10
*Arabidopsis thaliana atcsp4‐2,* AT2G21060	*Arabidopsis* Biological Resource Center	GABI_623B08
*Arabidopsis thaliana atcsp4‐3,* AT2G21060	*Arabidopsis* Biological Resource Center	SAIL_858_A06
*Arabidopsis thaliana atbpc4,* AT2G21240	*Arabidopsis* Biological Resource Center	SALK_014313
*Arabidopsis thaliana at2g36930*	*Arabidopsis* Biological Resource Center	SALK_209159C
*Arabidopsis thaliana lbd16‐2,* AT2G42430	*Arabidopsis* Biological Resource Center	SALK_040739C
*Arabidopsis thaliana at2g48100‐1*	*Arabidopsis* Biological Resource Center	SALK_009105
*Arabidopsis thaliana at2g48100‐2*	*Arabidopsis* Biological Resource Center	GABI_190A05
*Arabidopsis thaliana at3g10580‐1*	Arabidopsis Biological Resource Center	SALK_000108
*Arabidopsis thaliana at3g10580‐2*	Arabidopsis Biological Resource Center	SALK_020321
*Arabidopsis thaliana amiR‐enap1,* AT3G11100	Zhang *et al* (2016); provided by Dr. Hong Qiao (UT Austin)	N/A
*Arabidopsis thaliana enap1,* AT3G11100	Arabidopsis Biological Resource Center	GABI_423B09
*Arabidopsis thaliana athb34‐1,* AT3G28920	Arabidopsis Biological Resource Center	SALK_085482C
*Arabidopsis thaliana athb34‐2,* AT3G28920	Arabidopsis Biological Resource Center	SALK_123593C
*Arabidopsis thaliana athb34‐3,* AT3G28920	Arabidopsis Biological Resource Center	SALK_147851C
*Arabidopsis thaliana hd2a‐1,* AT3G44750	Arabidopsis Biological Resource Center	GABI_355H03
*Arabidopsis thaliana hd2a‐2,* AT3G44750	Arabidopsis Biological Resource Center	SAIL_906_B06
*Arabidopsis thaliana at3g53680‐1*	Arabidopsis Biological Resource Center	SALK_117411
*Arabidopsis thaliana at3g53680‐2*	Arabidopsis Biological Resource Center	GABI_180C10
*Arabidopsis thaliana atstkl1‐1,* AT4G00238	Arabidopsis Biological Resource Center	SALK_083259
*Arabidopsis thaliana atstkl1‐2,* AT4G00238	Arabidopsis Biological Resource Center	SALK_019920
*Arabidopsis thaliana atstkl1‐3,* AT4G00238	Arabidopsis Biological Resource Center	SALK_068662
*Arabidopsis thaliana gata9‐2,* AT4G32890	Arabidopsis Biological Resource Center	SALK_080142C
*Arabidopsis thaliana gata9‐1,* AT4G32890	Arabidopsis Biological Resource Center	SALK_152156
*Arabidopsis thaliana enap2,* AT5G05550	Zhang *et al* (2016); provided by Dr. Hong Qiao (UT Austin)	N/A
*Arabidopsis thaliana gata12,* AT5G25830	Arabidopsis Biological Resource Center	SALK_052546
*Arabidopsis thaliana p35S::GR‐CHA19* line 5	This paper	N/A
*Arabidopsis thaliana p35S::GR‐CHA19* line 7	This paper	N/A
*Arabidopsis thaliana p35S::GR‐CHA19* line 8	This paper	N/A
*Arabidopsis thaliana p35S::GR‐CHA19* line 9	This paper	N/A
*Arabidopsis thaliana p35S::GR‐ENAP1* line 1	This paper	N/A
*Arabidopsis thaliana p35S::GR‐ENAP1* line 2	This paper	N/A
*Arabidopsis thaliana p35S::GR‐ENAP1* line 4	This paper	N/A
*Arabidopsis thaliana p35S::GR‐ENAP1* line 5	This paper	N/A
*Arabidopsis thaliana p35S::GR‐LBD16* line 3	This paper	N/A
*Arabidopsis thaliana p35S::GR‐LBD16* line 8	This paper	N/A
*Arabidopsis thaliana p35S::GR‐LBD16* line 11	This paper	N/A
*Arabidopsis thaliana p35S::GR‐LBD16* line 12	This paper	N/A
*Arabidopsis thaliana p35S::GR‐WRI3* line 8	This paper	N/A
*Arabidopsis thaliana p35S::GR‐WRI3* line 10	This paper	N/A
*Arabidopsis thaliana p35S::GR‐WRI3* line 17	This paper	N/A
*Arabidopsis thaliana p35S::GR‐WRI3* line 21	This paper	N/A
**Recombinant DNA**		
TOPO‐U Arabidopsis TF ORFeome	Arabidopsis Biological Resource Center; Pruneda‐Paz *et al* (2014); see Table EV2	CD4‐88
pMW#2	Deplancke *et al* (2006); provided by Dr. Marian Walhout (U Mass Medical)	N/A
pMW#3	Deplancke *et al* (2006); provided by Dr. Marian Walhout (U Mass Medical)	N/A
pDest‐AD‐2μ	Reece‐Hoyes *et al* (2011a); provided by Dr. Marian Walhout (U Mass Medical)	N/A
pFAST_R05	Shimada *et al* (2010); Gateway Vectors	3_75
pBeaconRFP_GR	Bargmann *et al* (2013); Gateway Vectors	5_68
**Oligonucleotides and sequence‐based reagents**		
Promoter cloning primers	This study	Table EV1
T‐DNA insertional mutant genotyping primers	This study	Table EV13
LBb1.3: ATTTTGCCGATTTCGGAAC	IDT	N/A
**Software**		
emmeans v1.4	Length (2016), CRAN	
FastQC v.0.11.7	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	
TrimGalore v0.6.0	http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/	
STAR aligner v2.7.0f	Dobin *et al* (2013)	
octopus v0.3.7	Zhang *et al* (2017), https://github.com/WeiZhang317/octopus	
Cytoscape v3.7.1	Shannon *et al* (2003), www.cytoscape.org	
Affy	Bioconductor v3.4, http://bioconductor.org/packages/release/bioc/html/affy.html	
**Other**		
Developmental Atlas dataset	Schmid *et al*, Array Express E‐TABM‐17	https://www.ebi.ac.uk/arrayexpress/experiments/E‐TABM‐17/
Root developmental atlas dataset	Brady *et al* (2007), Birnbaum *et al* (2003), Lee *et al* (2006), Levesque *et al* (2006), AREX	http://www.arexdb.org/download.html
Pollen developmental atlas dataset	Honys and Twell (2004), Gene Expression Omnibus	GSE6162
Pollen developmental atlas dataset	Qin *et al* (2009), Gene Expression Omnibus	GSE17343
Salt stress microarray dataset	Kilian *et al* (2007), Gene Expression Omnibus	GSE5623
Osmotic stress microarray dataset	Kilian *et al* (2007), Gene Expression Omnibus	GSE5622
GR‐TF transcriptome	This paper; Gene Expression Omnibus	GSE137623

### Methods and Protocols

#### *Saccharomyces cerevisiae* (Transformation)

*Saccharomyces cerevisiae* strain YM4271 (for promoters) or strain Yα1867 (for TFs) was grown overnight at 30°C by taking streaking from a glycerol stock onto a YPDA (yeast peptone dextrose adenine) agar plate to make a lawn. A pea‐sized glob of yeast cells was resuspended in 1 ml of liquid YPDA and ˜100 μl was added to 50 ml of liquid YPDA in an Erlenmeyer flask to a starting OD_600_ of 0.15–0.20. The yeast culture was grown in a 30°C shaking incubator at 210 rpm for 2 h or until OD_600_ had reached 0.4–0.6.

#### *Saccharomyces cerevisiae* (Y1H)

Five ml of SC–HIS–URA was inoculated with yeast strains of the promoters from glycerol stock and grown at 30°C and shaking at 210 rpm for 48 h. Cultures of promoter yeast strains were concentrated by pelleting down yeast cells (centrifuge for 5 min at 1,850 *g*) and resuspending in 1–1.5 ml of liquid SC–HIS–URA, and then 510 μl spread onto SC–HIS–URA agar plates with 15–20 glass beads. Promoter lawn plates were incubated for two nights at 30°C. The TF collection was cultured in deep 96‐well plates from glycerol stocks in 315 μl of liquid SC‐TRP for two nights at 30°C. TF culture plates were spun down for 5 min at 1,850 *g* and 150 μl of liquid media was removed. The pellets were resuspended in the remaining liquid media and 50 μl of the culture transferred to 384‐well plate and arrayed in duplicates, resulting in two 96‐well plates combined into one 394‐well plate.

#### *Arabidopsis thaliana* (Bulking and genotyping)

Transfer DNA (T‐DNA) insertional mutant lines were ordered from the Arabidopsis Biological Resource Center at Ohio State University (Alonso *et al*, 2003) or obtained from published sources (Zhang *et al*, 2016). T‐DNA insertional mutant lines were confirmed by polymerase chain reaction (PCR) using LP + RP + LBb1.3 primers (Dataset EV13). To minimize variation due to maternal conditions, all mutant lines were bulked together with wild‐type except for *at2g48100‐2*, *enap1*, and *gata12* (Reagents Table), which were bulked together with another growth of the wild‐type reference. *Arabidopsis* plants were grown in Sunshine mix #1 in 2.23” × 1.94” × 2.23” pots. The chamber temperature was set to continuous 22°C and set to long day (16‐h light/8‐h dark) with light intensity of ˜120 μmol m^−2^ s^−1^ from T12 very high output (VHO) fluorescent light bulbs. Seeds were sieved for sizes between 250 and 300 μm and surface sterilized by soaking in 50% household bleach, 0.05% Tween 20 for 20 min and then rinsed with sterile water 5–7 times before stratifying in 0.1% sterile agar for 2 days in 4°C. Seeds were sown in Sunshine Mix #1 in traditional 1,020 trays with 18‐cell inserts (pot dimension 3.10” × 3.10” × 2.33”).

#### *Arabidopsis thaliana* (TCA metabolite feeding)

Seeds were plated onto half‐strength Murashige and Skoog (MS) agar pH 5.7 with potassium hydroxide (KOH), supplemented with 1 mM TCA metabolites or 0.21 mM sucrose based on theoretical ATP yield (Rich, 2003). The concentration of sucrose was calculated to provide an equivalent theoretical yield of ATP as 1 mM of the TCA metabolites. The pH of 0.25 M OAA, ketoglutaric acid, and pyruvic acid were adjusted with KOH, filter sterilized (0.22 μm), and then added to MS agar after autoclaving to a final concentration of 1 mM. The plates were then wrapped in double layers of aluminum foil and grown standing vertically for 5 days in the dark in ambient room temperature (21–23°C). Germination was determined by unwrapping additional plates each day postplating.

#### *Arabidopsis thaliana* (Salt response)

Seeds were sieved for sizes between 250 and 300 μm and surface sterilized by soaking in 50% household bleach, 0.05% Tween 20 for 20 min and then rinsed with sterile water 5–7 times before stratifying in 0.1% sterile agar for 2 days in 4°C. The seeds were sown in Sunshine Mix #1 in traditional 1,020 trays with 18‐cell inserts (pot dimension 3.10” × 3.10” × 2.33”) and grown in a chamber with the temperature set to continuous 22°C and set to long day (16‐h light/8‐h dark) with light intensity of ˜120 μmol m^−2^ s^−1^ from T12 VHO fluorescent light bulbs. After germination, each pot was thinned to one seedling per pot. When the seedlings were 7 days old, flats were watered every 5–7 days with either deionized water (control) or 50 mM NaCl (liquid; treatment) to maintain soil moisture.

#### *Arabidopsis thaliana* (Transformation)

Ten to twelve *Arabidopsis thaliana* Col‐0 seeds were sown in Sunshine Mix #1 in 3.5” × 3.5” × 5” pots. Pots were incubated at 4°C for 3 days before transferring into a growth chamber set to continuous 22°C and set to long day (16‐h light/8‐h dark) with light intensity of ˜120 μmol m^−2^ s^−1^ from T12 VHO fluorescent light bulb. Five days after seed germination, each pot was thinned to five seedlings per pot and grown to four to five weeks for *Agrobacterium* transformation.

#### *Arabidopsis thaliana* (RNA‐Seq)

T3 seeds from four independent lines were selected by the presence of red fluorescent protein (RFP) in the seed. Approximately 200–300 seeds of each line were surface sterilized with 50% bleach for 15 min, rinsed 5–7 times with sterile distilled water, and imbibed in the dark at 4°C for two days. The seeds were then sowed onto nylon mesh on Petri plates containing half‐strength MS agar plates pH 5.7 with KOH. The plates were double wrapped in foil and placed vertically in a dark chamber at ambient room temperature (20–22°C).

#### Network visualization

All networks are visualized using Cytoscape v3.7.1 (Shannon *et al*, 2003).

#### Bait promoter cloning

The PCR primers were designed to amplify promoter regions of 2,000 bp in size or to the next gene upstream from the predicted translational start site of each gene (Dataset EV1). Promoter regions were amplified from Col‐0 genomic DNA or from plasmids containing 1 kb synthesized promoters (Life Technologies) using Phusion High‐Fidelity Taq (NEB) and cloned into pENTR 5’ TOPO vector (Invitrogen). Promoter regions were then recombined with pMW2 and pMW3 destination vectors (Deplancke *et al*, 2006) in LR reactions and sequence‐confirmed before transforming into the YM4271 yeast strain as described in (Gaudinier *et al*, 2011).

#### Prey TF cloning

Complementary DNA (cDNA) of TFs in pENTR from (Pruneda‐Paz *et al*, 2014) that were not present in the root‐expressed TF collection (Gaudinier *et al*, 2011) were recombined with pDEST‐AD‐2 micron destination vector in LR reactions. Prey TFs were transformed into Yα1867 yeast strain.

#### Yeast one‐hybrid

All promoter baits were screened against a total collection of 2039 prey TFs, according to protocols in (Gaudinier *et al*, 2011, 2017).

#### Pairwise pathway comparison

To determine the significance of association between two metabolic pathways based of their TF binding, we performed a one‐tailed Fisher’s exact test using fisher.test in R version 3.4.0. A 2 × 2 contingency matrix is calculated for all pairwise combinations of metabolic pathways based on the number of TFs detected in both pathways, the number of TFs detected in the first pathway, the number of TFs detected in the second pathway, and the number of TFs screened (2039 TFs). *P*‐values were adjusted for multiple testing using p.adjust in R version 3.4.0. Regional enrichment for aliphatic GSL biosynthesis was defined by the rank order of (adjusted p‐values/odds ratios).

#### TF family enrichment

Subcellular localization of TCA cycle targets was determined from the SUBA3 database (Tanz *et al*, 2013). The consensus‐predicted subcellular localization was used, except when a gene’s subcellular localization was previously experimentally tested as per the literature. In that case, the experimentally determined subcellular localization was used. The number of interactions was obtained for each TF family targeting a TCA cycle enzymatic step in each cellular compartment from the Y1H interaction data. TF family enrichment was tested using a two‐tailed Fisher’s exact test with Holm–Bonferroni to adjust for multiple testing in R. The number of TFs in each cellular compartment in each family was tested against the number of TFs in the Y1H assay.

#### Correlation analysis

The Y1H data generated a network of TF–TCA cycle target gene interactions, where TF or target genes were nodes and interactions were edges. Using this network structure, Pearson correlation coefficients were calculated for each TF–TCA cycle gene interaction in R using the cor function with gene expression values from publicly available microarray datasets (Reagents Table). These datasets capture a range of experimental and biological perturbations and thus allow for the capture of conditional transcriptional correlations. We downloaded available.CEL files from the experiments only when the genotype corresponded to *Arabidopsis thaliana* accession Col‐0. This was to exclude the complications of polygenic natural variation between different accessions and to focus on perturbations in a single genotype. Using the.CEL files, the microarray datasets were normalized using the rma function from the affy package (Gautier *et al*, 2004) in Bioconductor.

We parsed these datasets to represent specific aspects of developmental biology or stress response. The first was the *Arabidopsis* development (Schmid *et al*, 2005) and root development expression atlases (Birnbaum *et al*, 2003; Lee *et al*, 2006; Levesque *et al*, 2006; Brady *et al*, 2007) that encompass numerous cell‐, tissue‐, and organ‐types. We added the pollen development expression atlas (Honys & Twell, 2004; Qin *et al*, 2009) because of the coordinated transcriptional changes with strong temporal regulation observed in pollen metabolism, across pollen maturation and pollen germination. In addition to development, we included a large salt and osmotic stress (Kilian *et al*, 2007) expression atlas because these stresses modulate photosynthesis and cellular respiration associated with the TCA cycle.

#### Gene ontology enrichment analysis

Arabidopsis Genome Initiative (AGI) loci identifiers were uploaded to the GO Term Enrichment tool powered by PANTHER released July 11, 2019 on www.arabidopsis.org. The GO term enrichment analysis was based on GO biological process complete annotations from the Gene Ontology database released October 08, 2019.

#### TCA metabolite feeding assay

For each experiment, 30 replicates of Col‐0 and 10 mutants were plated in a random block design. The TF mutant lines were divided into two blocks. Each plate (block) had six wild‐type seedlings and one seedling per mutant line for 15 or 16 TF mutant genotypes plated across three rows. The entire experiment was repeated twice, for a total of 20 biological replicates maximum per TF mutant lines and 60 biological replicates maximum of Col‐0 per TCA metabolite. Backlit images of plates on a light table were acquired using a Canon EOS T3i Rebel dSLR camera fixed on a camera stand. Roots and hypocotyls were traced manually using a Wacom Intuos drawing tablet in ImageJ.

#### Salt response assay

Mutant seedlings were grown in a random block design. Each block consists of 10–11 mutant TF lines plus Col‐0, for a total of three blocks. Each experiment consists of five biological replicates per TF mutant lines and the entire experiment was repeated twice for a total of 10 biological replicates maximum per TF mutant. The concentration of salt selected was the minimum concentration necessary to induce a significant growth difference in wild‐type *Arabidopsis* Col‐0 seedlings (Julkowska *et al*, 2014). A copy stand and Canon T3 dSLR were used to take aerial images of each flat every other day starting at 7 days postgermination until 21 days postgermination. Each image had a measurement marker to standardize size images between pictures. Image analysis to obtain rosette area was conducted in ImageJ using the Analyze Particle function after selecting Hue (42–166), Saturation (28–255), and Brightness (80–255) under Adjust > Color Threshold. The dry shoot biomass was determined from fully mature shoots from 3 to 5 individuals of each genotype at the end of the first salt stress experiment. The shoots were dried in a 60°C oven overnight and then weighed on an analytical balance.

#### Natural ^13^C and ^15^N abundance profiling

For Carbon‐13 and Nitrogen‐15 profiling, mature seeds from 3 to 5 individuals of each genotype were sieved and cleaned to remove any plant material and then dried in a 60°C oven overnight. The seeds were obtained from the control and salt conditions from the first salt stress experiment. The seeds were allowed to acclimate to ambient room conditions before 2–3 mg of seeds was submitted to the Stable Isotope Facility at the University of California, Davis (UC Davis) for determining the natural abundance of Carbon‐13 and Nitrogen‐15.

#### Statistical analysis for T‐DNA insertional mutant phenotype assays

Replication numbers for all experiments were designed to provide significant power for moderate effect sizes and modest power for small effect sizes using a presumed broad‐sense heritability of about 15% based on previous experience with these traits. All statistical analyses were conducted in R version 3.4.0. The TFs controlling the root length, hypocotyl lengths, root to total seedling lengths, rosette area, vegetative growth rate, dry shoot biomass, flowering time, and seed yield were tested by ANOVA using a general linear regression model in R with the package lmerTest. The following generalized nested linear mixed model was used: Trait = AGI + AGI:Allele + Treatment + AGI:Treatment + AGI:Allele:Treatment. In the case of rosette area, day was included as a factor: Trait = AGI + AGI:Allele + Treatment + Day + AGI:Day + AGI:Treatment + Treatment:Day + AGI:Allele:Treatment + AGI:Treatment:Day. The random‐effect terms for the dark feeding experiment are Block nested in Experiment and Row on Plate nested in Plate. The random‐effect terms for the salt response experiment are Flat Condition nested in Shelf nested in Experiment. Random‐effect terms in the models were computed using ranova function from the lmerTest package. To allow for an AGI:Allele term in the generalized linear model, growth traits (hypocotyl lengths, root lengths, and rosette areas) of the two alleles that were bulked at a different time were normalized by adding the difference between the two wild types to the raw values. Estimated marginal means (EMMs/least‐squares means) and *post hoc* comparisons between mutant alleles and Col‐0 conditioned on treatment were calculated using the emmeans (Lenth, 2016) package in R. P‐values from *post hoc* tests were adjusted for multiple comparisons using the Holm method in R. The relative effect is expressed as EMM_Mutant_ – EMM_WT_/EMM_WT_.

#### Cloning dexamethasone‐inducible overexpression TF lines

The coding sequences of *CHA19*, *ENAP1*, *LBD16*, and *WRI3* in pENTR from the *Arabdiopsis* TF ORFeome collection (Pruneda‐Paz *et al*, 2014) (CD4‐88) were recombined into a modified pFAST‐R05 plasmid with the dexamethasone‐inducible GR construct from pBeaconRFP‐GR plasmid using LR reactions. To generate the modified vector, pFAST‐R05 (Shimada *et al*, 2010) was digested with SbfI and ApaI to serve as the backbone of the modified plasmid, containing the LB, RB, and pOLE1:OLE1‐RFP, a seed‐selectable RFP marker. The dexamethasone‐inducible overexpression cassette from pBEACONRFP–GR (Bargmann *et al*, 2013) was cloned using Phusion High Fidelity Taq (Forward primer: GACTAGAGCCAAGCTGATCTCC; Reverse primer: CGACGTCGCATGCCTGCAGG), sequenced verified, and then recombined into the digested pFAST‐R05 backbone using the Gibson assembly (NEB E2611S) (Forward primer: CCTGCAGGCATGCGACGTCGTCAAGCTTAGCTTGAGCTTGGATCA; Reverse primer: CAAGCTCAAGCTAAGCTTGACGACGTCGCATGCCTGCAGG). Recombined TFs in the modified pFAST‐R05 with the dexamethasone‐inducible GR system were sequence‐confirmed and then transformed into *Agrobacterium tumefaciens* strain EHA105 using the calcium chloride freeze‐thaw method (Holster *et al*, 1978). Transformed *Agrobacterium* were selected on Luria‐Bertani (LB) agar plates containing spectinomycin and rifampicin and then confirmed by genotyping polymerase chain. Four‐ to five‐week‐old, flowering *Arabidopsis thaliana* Col‐0 were transformed using the floral dip method (Clough & Bent, 1998). The transformants were selected by the presence of RFP in the seed coat using a 532‐nm green laser and red filter, and confirmed by genotyping PCR. The transformants were bulked together to T3 under the same conditions as the T‐DNA insertional mutant lines.

#### GR induction and RNA‐Seq library construction

At day 5, the seedlings on the nylon mesh were transferred onto mock plates or half‐strength MS agar plates containing 10 μM dexamethasone (Dex) in the dark, assisted with a green headlamp. After 24 h of induction, the whole seedlings were collected, flash frozen in liquid nitrogen, and stored in −80°C until RNA‐Seq library constructions. Direct mRNA isolation was performed using biotinylated polyT oligonucleotide and streptavidin‐coated magnetic beads following the protocol from (Townsley *et al*, 2015). Nonstrand‐specific RNA‐Seq libraries were prepared, according to the protocol for the high‐throughput RNA‐Seq library preparation method (Kumar *et al*, 2012). A total of 64 RNA‐Seq libraries were made, representing two biological replicates for the two treatments across four independent Dex‐controlled GR–TF mutant lines (Reagents Table). Libraries were sequenced twice on the Illumina HiSeq 4000 system in the SR100 mode at the University of California, Davis DNA Technologies Core.

#### RNA‐Seq analysis

FastQ file processing was performed on the University of California, Davis high performance bioinformatics cluster. FastQ files were quality checked using FastQC v.0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), adapter and poly‐A trimmed using TrimGalore v0.6.0 using default settings (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and then reassessed for quality using FastQC. Gene counts were obtained by mapping trimmed reads to the *Arabidopsis thaliana* genome (TAIR10) using STAR aligner v2.7.0f (Dobin *et al*, 2013). Assessing that the read count and quality were similar across the two sequencing runs, gene counts were summed up. Statistical analysis was performed in R 3.6.0 using the octopus pipeline established in (Zhang *et al*, 2017) (https://github.com/WeiZhang317/octopus). Briefly, trimmed mean of M value normalization was performed using the calcNormFactors function from edgeR (Robinson *et al*, 2010) version 3.26.6. For each TF, we ran the following negative binomial generalized linear model using the glm.nb function from MASS package to test for genes that were significantly influenced by the translocation of the TF into the nucleus: *Y = T_I_ + A_L_ + T_I_ × A_L_* where the main effects T and A are denoted as dexamethasone treatment and allele of TF, respectively. The false discovery rate was corrected using Benjamini–Hochberg with the p.adjust function. GO analysis was conducted on pantherdb.org by submitting the list of AGIs of genes significantly differentially expressed due to translocation of the GR–TFs’ chimeric protein into the nucleus. The complete biological process GO annotation dataset for *Arabidopsis thaliana* was used for testing statistical overrepresentation. Enrichment analysis was performed in R using the fisher.test function.

## Author contributions

DJK, SMB, MT, and BL conceived and designed the study. DJK and SMB secured funding for the project. MT, BL, XZ, TB, JJL, NC, AG, RN, and CC‐W performed the experiments and generated the data. MT conducted the formal analysis. MT, SMB, and DJK wrote the manuscript with contributions from all authors. DJK and SMB supervised the project.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Dataset EV7 Click here for additional data file.

Dataset EV8 Click here for additional data file.

Dataset EV9 Click here for additional data file.

Dataset EV10 Click here for additional data file.

Dataset EV11 Click here for additional data file.

Dataset EV12 Click here for additional data file.

Dataset EV13 Click here for additional data file.

## Data Availability

The datasets and computer code produced in this study are available in the following databases:
RNA‐Seq data: Gene Expression Omnibus GSE137623 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137623). Raw data files and analysis scripts: GitHub (https://github.com/melletang/ccp_y1h).

# Supplementary material for: A genome‐scale TF–DNA interaction network of transcriptional regulation of Arabidopsis primary and specialized metabolism
**Source:** Mol Syst Biol. 2021 Nov 24;17(11):e10625. doi: 10.15252/msb.202110625
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

# Expanded View Figures

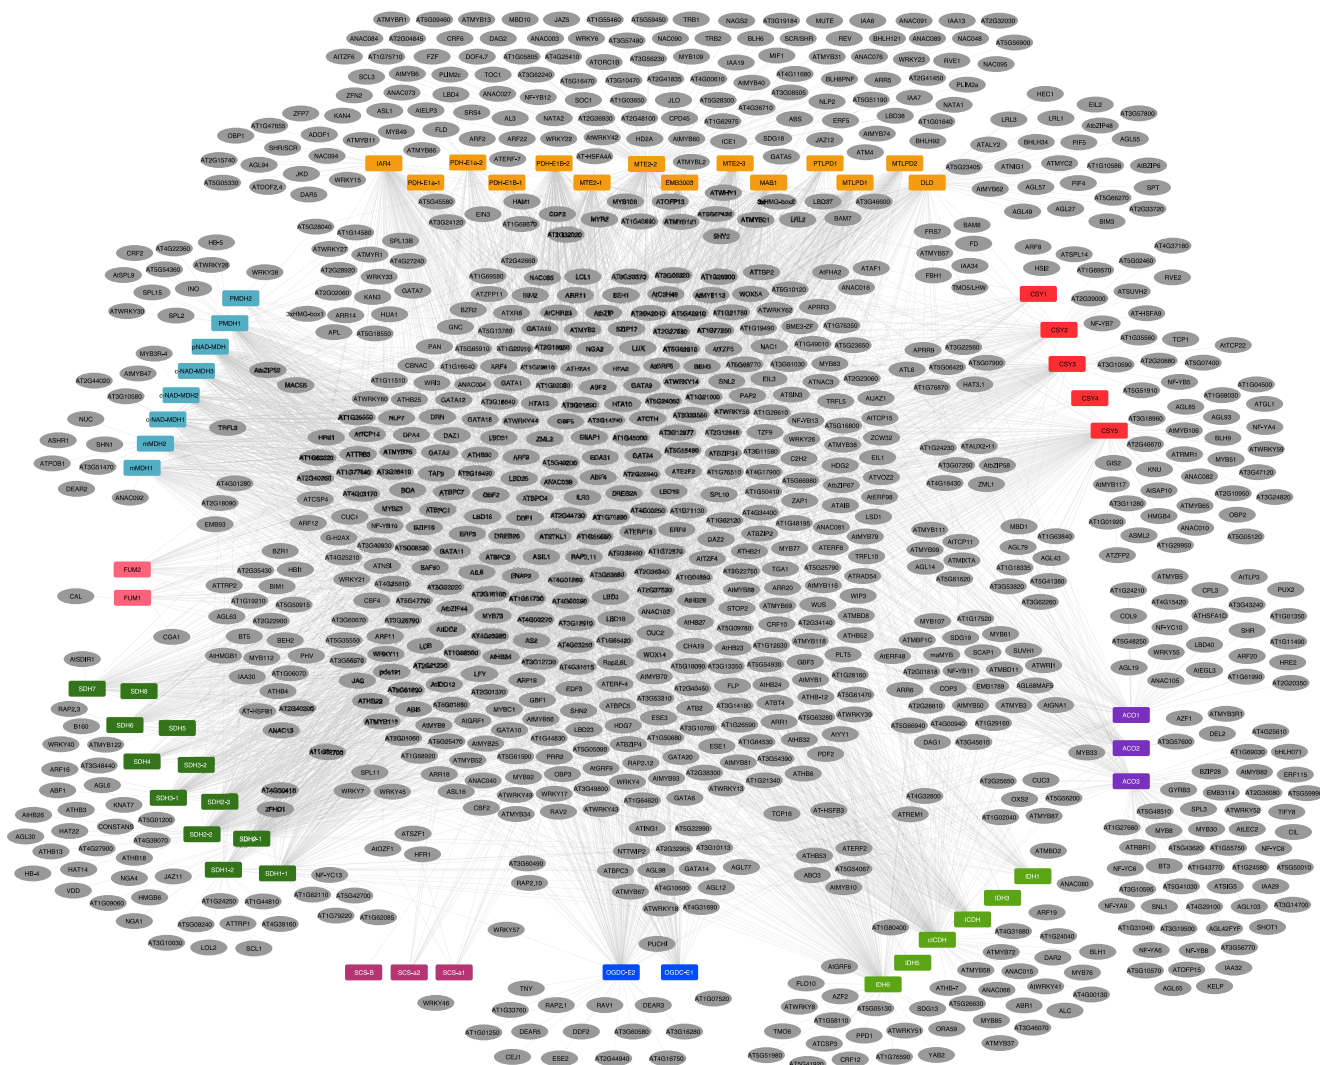

**Figure EV1. Transcription factor–tricarboxylic acid (TF–TCA) cycle target gene interaction network.**

Yeast one-hybrid (Y1H) assays revealed a large and combinatorial network of TF–TCA cycle target gene interactions. Colored rectangles, promoters; gray oval, transcription factor; gray edge, interaction. Orange PDC, pyruvate dehydrogenase; red CSY, citrate synthase; purple ACO, aconitase; light green IDH, isocitrate dehydrogenase; blue OGD, oxoglutarate dehydrogenase; light purple SCL, succinyl CoA ligase; green SDH, succinate dehydrogenase; pink FUM, fumarase; light blue MDH, malate dehydrogenase.

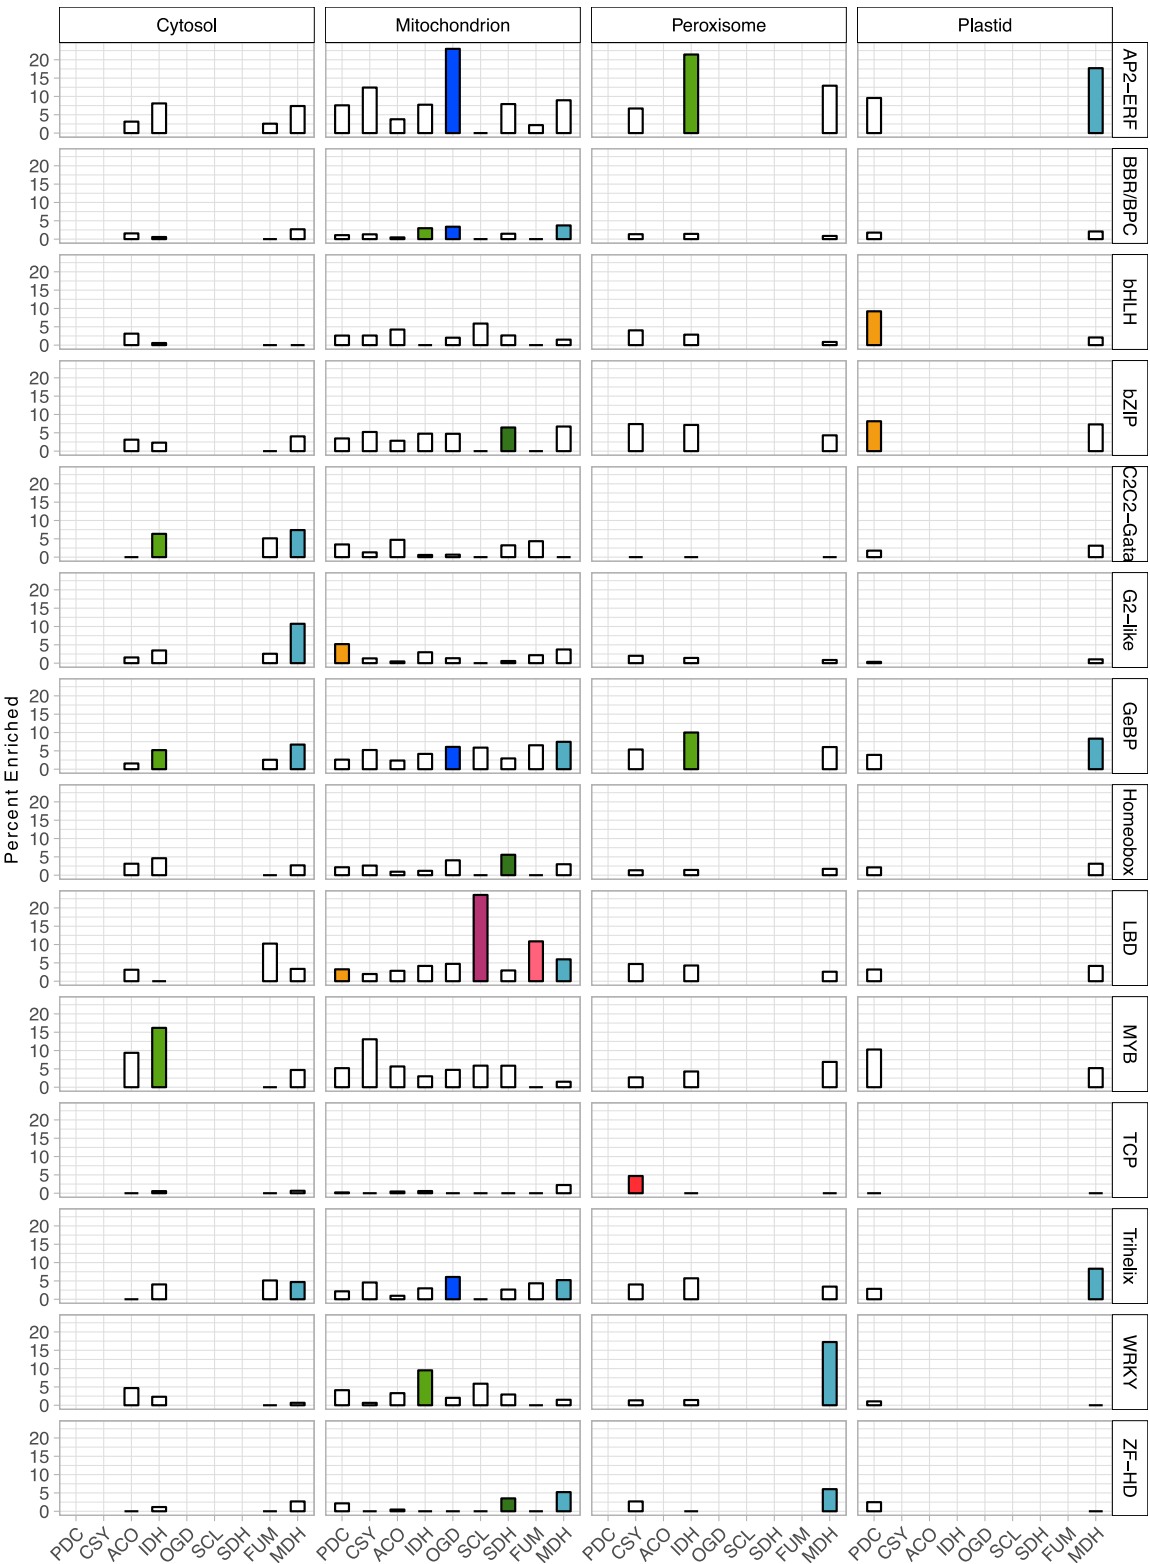

**Figure EV2. Transcription factor (TF) families are enriched for tricarboxylic acid (TCA) cycle gene targets in specific cellular compartments.**

Bar graphs display the percentage of TFs enriched for binding to promoters of the TCA cycle enzyme in the cytosol, mitochondrion, peroxisome, and plastid. The bar is colored if the TF family targeting the TCA cycle enzyme in the cellular compartment is significant (adjusted  $P < 0.05$ , Fisher's Exact Test, Dataset EV7). The colors of bars correspond to the TCA cycle enzyme in Figs 4 and EV1.

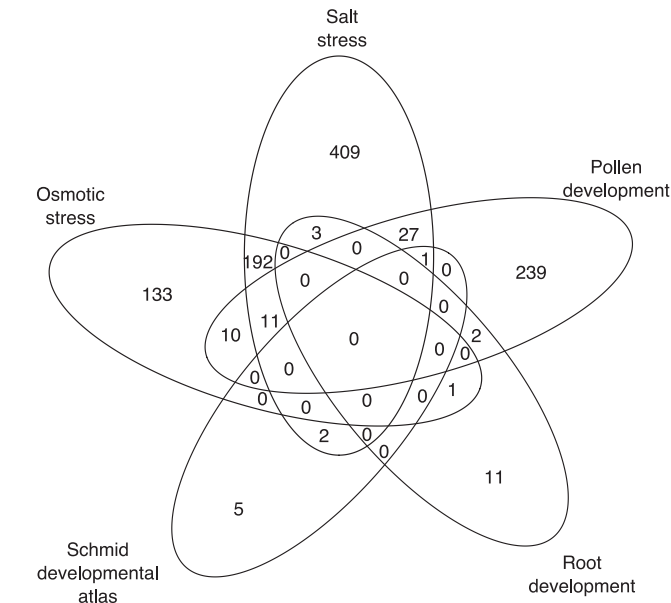

**Figure EV3. Highly correlated transcription factor–tricarboxylic acid (TF–TCA) cycle target gene interactions shared between microarray datasets.**  
Numbers in the Venn diagram represent the TF–TCA cycle target gene co-expression with the absolute value of Pearson correlation coefficient  $\geq 0.8$  (Dataset EV8).

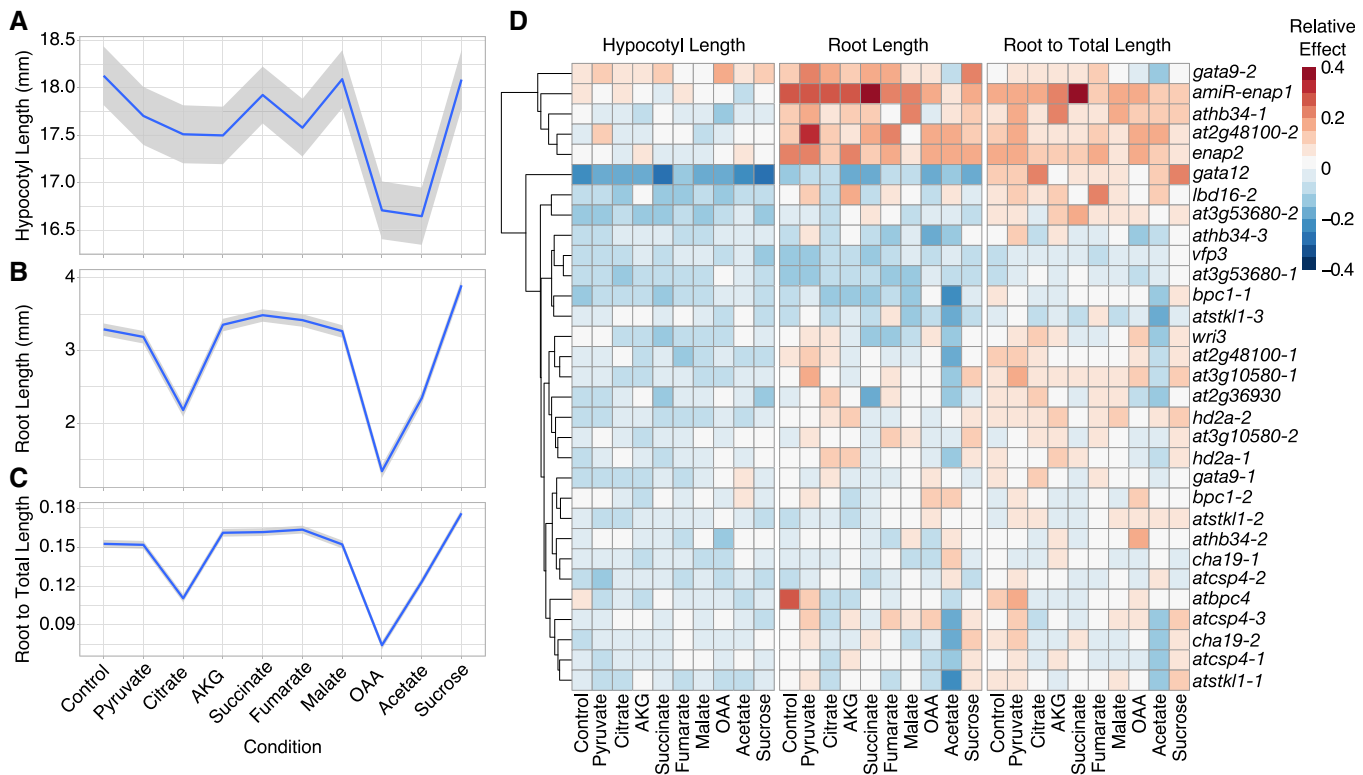

**Figure EV4. Wild-type Col-0 and transcription factor (TF) mutant responses to tricarboxylic acid (TCA) metabolites.**  
A–C Hypocotyl length, root length, and the ratio of root to total length of *Arabidopsis thaliana* Col-0 seedlings grown on control or TCA metabolites. Data shown are mean (blue)  $\pm$  SE (gray) calculated from  $\sim 200$  seedlings per condition.  
D Heat map summarizing the relative effect of TF mutant alleles on the hypocotyl length (left), root length (center), and the ratio of root to total length (right) on control or TCA metabolites-supplemented media. Mutant alleles are listed in rows.

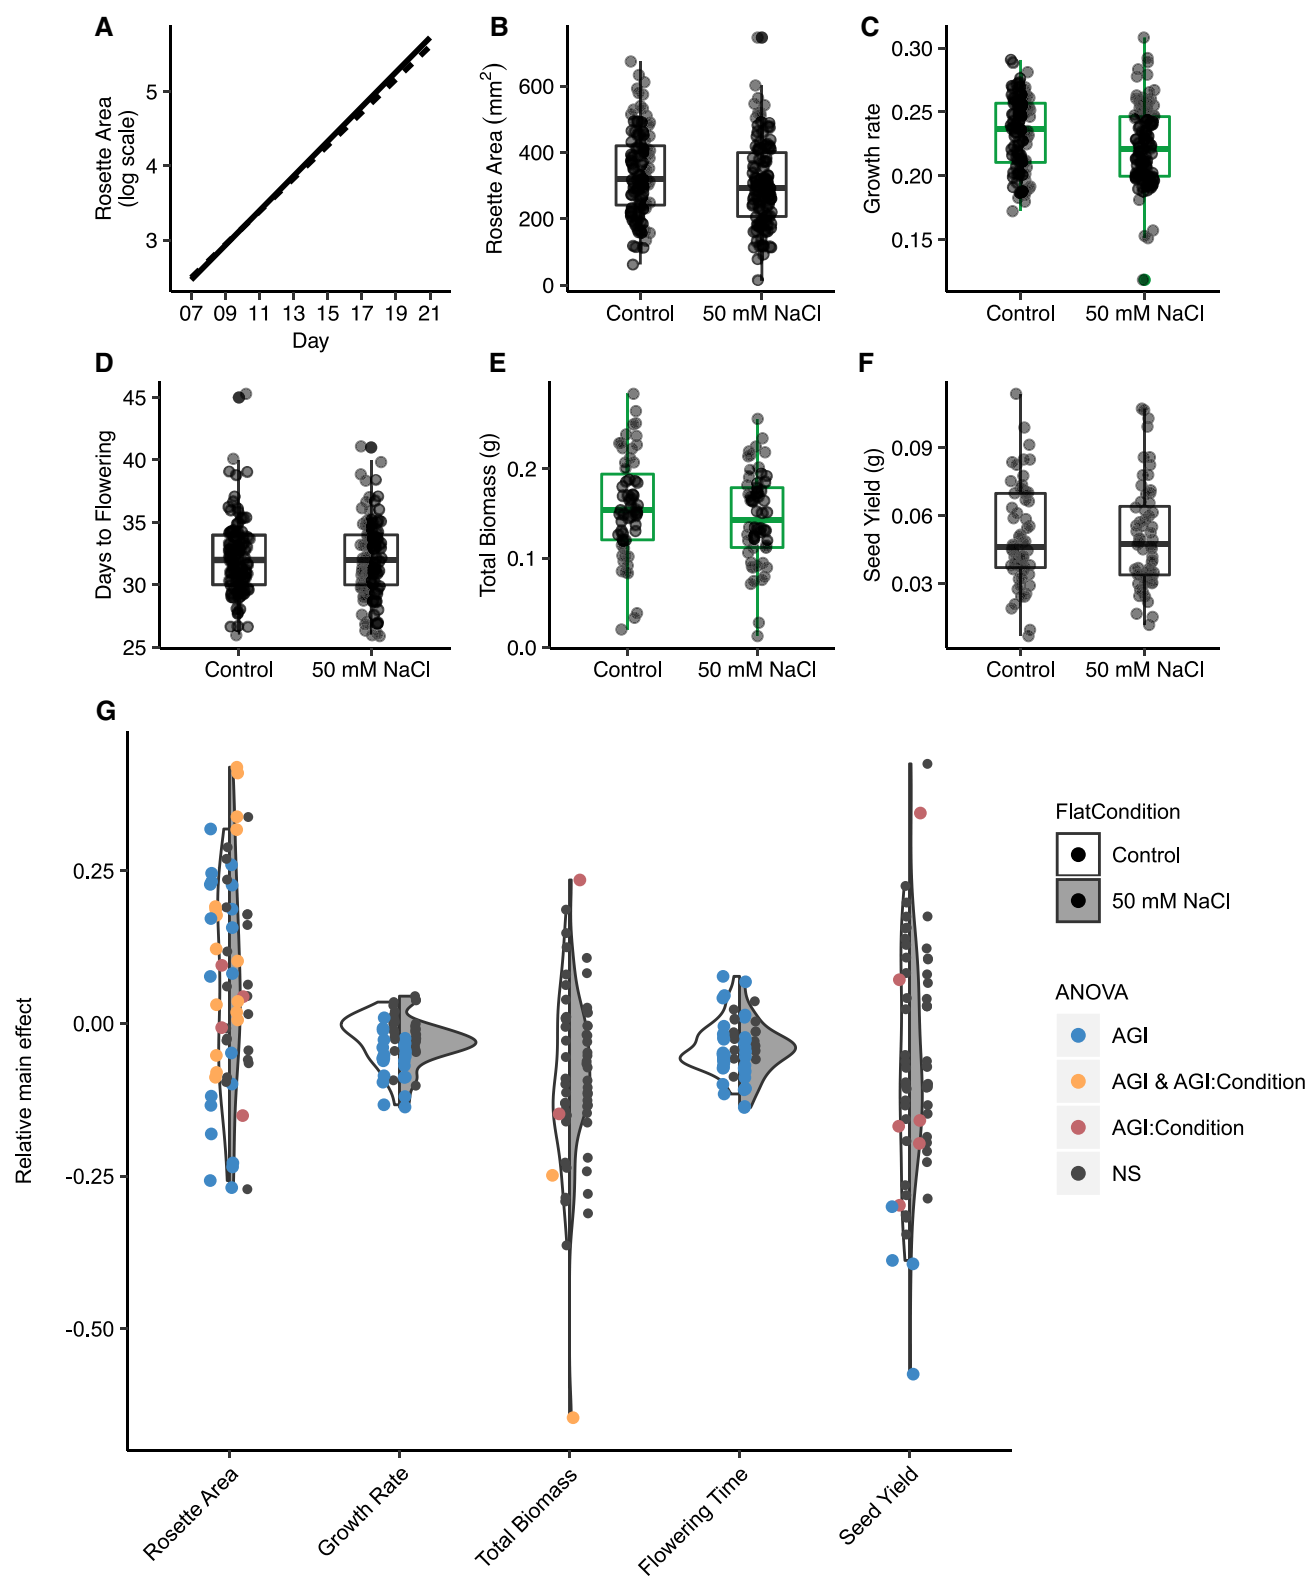

Figure EV5.

**Figure EV5. Wild-type Col-0 and transcription factor (TF) mutant responses to salt treatment.**

A–F Rosette area, growth rate, days to flowering, dry shoot biomass, and seed yield of wild-type Col-0 under control and salt conditions. Solid line, control and dashed line, 50 mM NaCl. Green-colored box plots indicate significant differences between treatments ( $P < 0.05$ , Student's  $t$ -test,  $N = 100$  plants per condition). Box plots mark the interquartile range, from the 25<sup>th</sup> to the 75<sup>th</sup> percentile, and are centered at the median. Whiskers extend to 1.5\*interquartile range below the lower quartile and above the upper quartile.

G Distribution of relative effects of TF mutant alleles under control and salt stress conditions. Dots represent TF mutant alleles. TF mutant alleles are colored if the Arabidopsis Genome Initiative (AGI) (blue), AGI:Condition (red), and AGI and AGI:Condition (orange) linear model terms are significant ( $P < 0.05$ , two-way ANOVA). White violin, control condition; gray violin, salt stress condition.

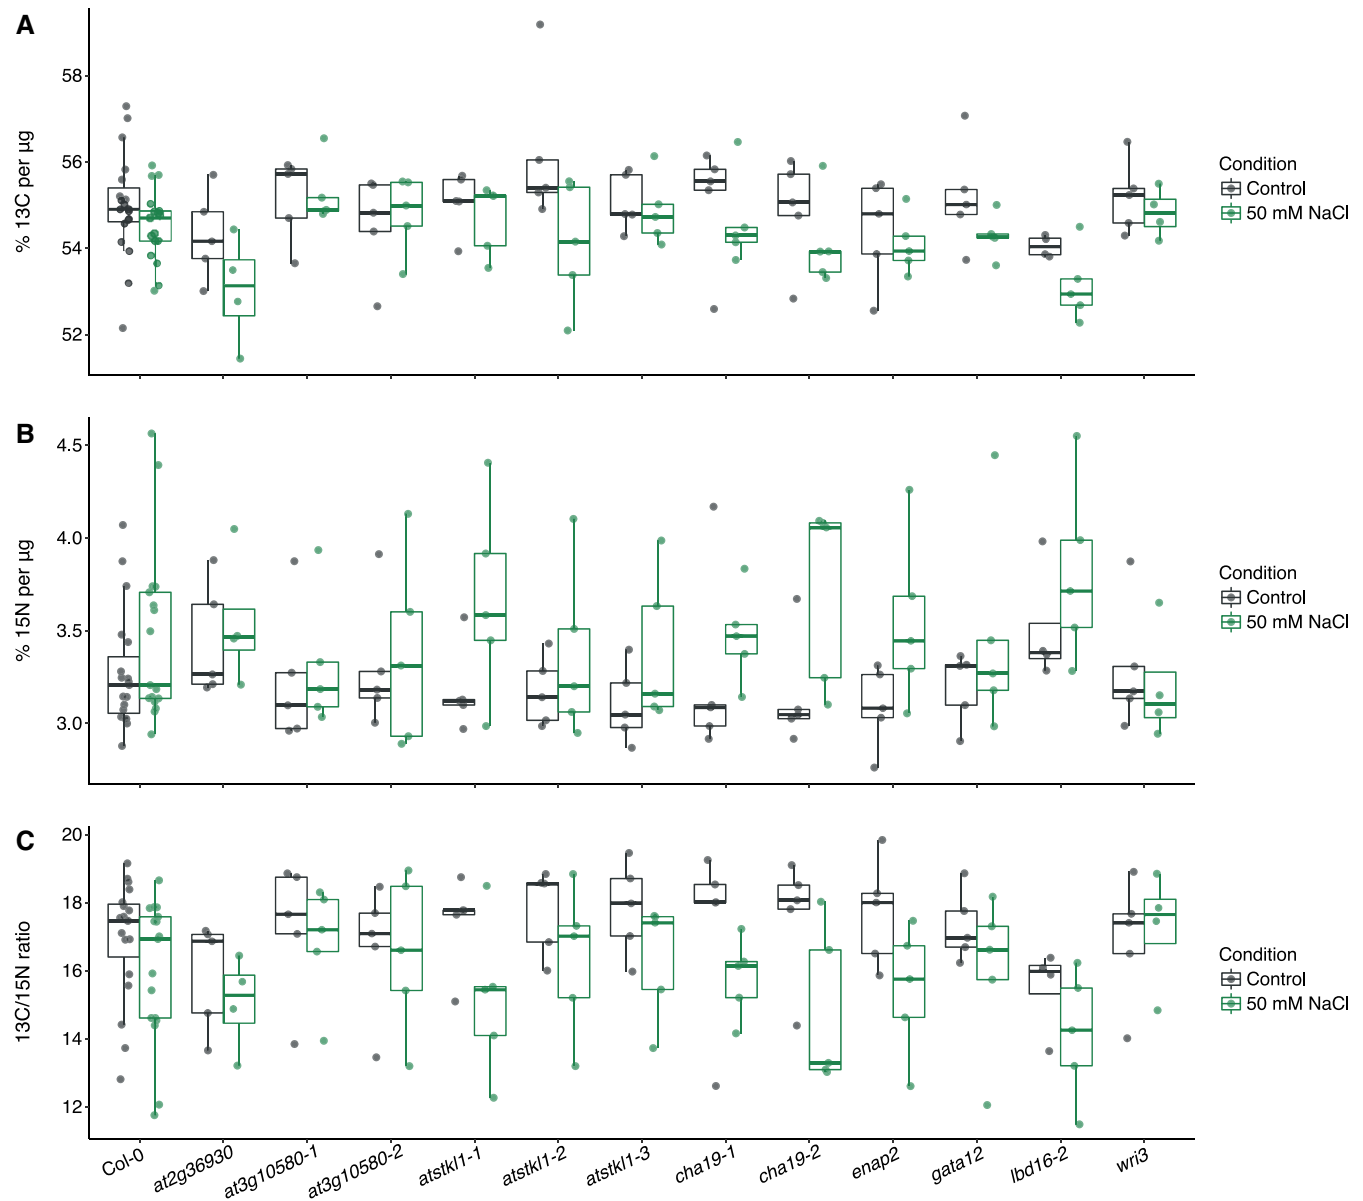

**Figure EV6.**

**Figure EV6.  $^{13}\text{C}$ ,  $^{15}\text{N}$  and the carbon:nitrogen ratio of transcription factor (TF) mutant alleles.**

A–C Percentages of  $^{13}\text{C}$ ,  $^{15}\text{N}$ , and the ratio of  $^{13}\text{C}:$  $^{15}\text{N}$  of seeds of individuals grown in control and salt stress conditions. Box plots are shaded in if the Arabidopsis Genome Initiative (AGI) or AGI:Condition linear model terms were significant ( $P < 0.05$ , two-way ANOVA,  $N = 3$ –5 biological replicates for the mutant genotype per condition, 17 biological replicates for Col-0 per condition). Box plots mark the interquartile range, from the 25<sup>th</sup> to the 75<sup>th</sup> percentile, and are centered at the median. Whiskers extend to 1.5\*interquartile range below the lower quartile and above the upper quartile. Individual measurements are plotted as dots.

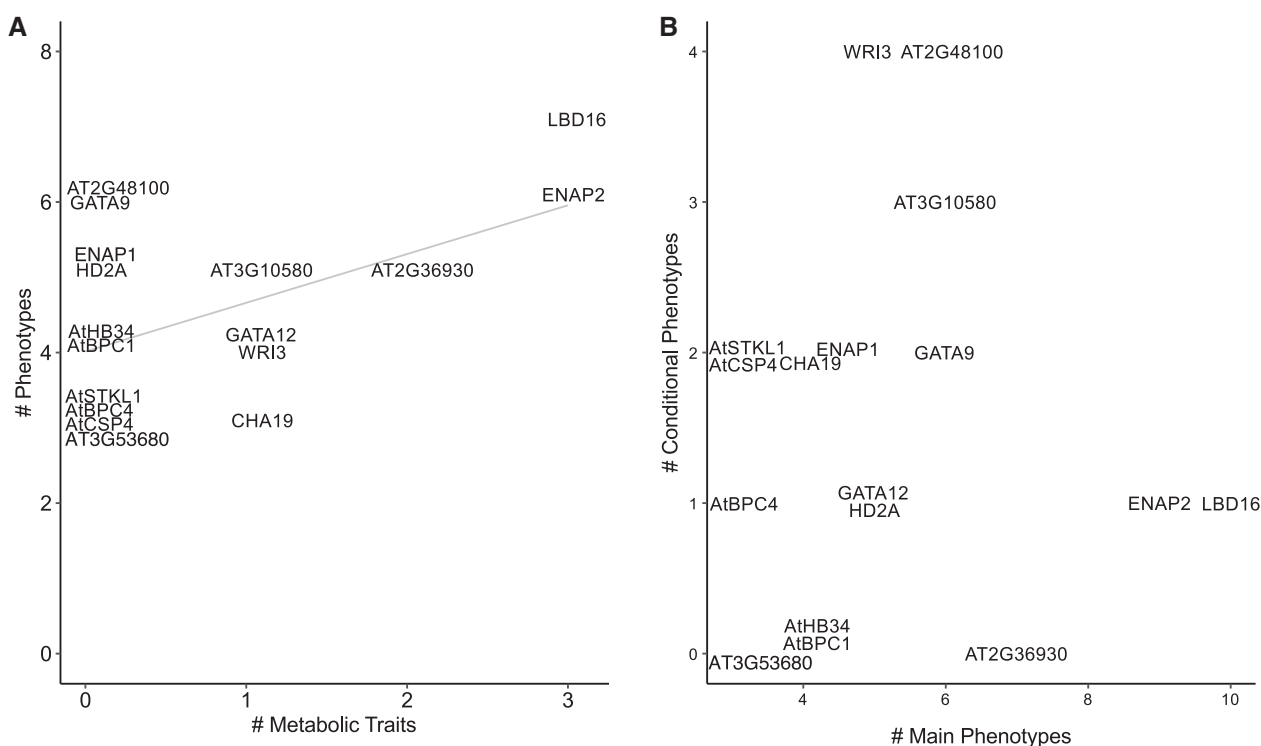**Figure EV7. Summary of transcription factor (TF) mutant growth traits and metabolic phenotypes.**

- A A positive correlation is observed between the number of significant growth phenotypes from the tricarboxylic acid (TCA) metabolite feeding and salt stress experiments and the number of significant metabolic phenotypes of seeds from the salt stress experiment ( $r = 0.53$ ,  $R^2 = 0.28$ ,  $P = 0.03$ , Pearson correlation).
- B No correlation is observed between the total number of TFs with significant main effects and the total number of TFs with significant conditional (interaction) effects ( $r = 0.034$ ,  $R^2 = 0.0011$ ,  $P = 0.90$ , Pearson correlation).

How the deposited data were processed for this re-analysis (not part of the article)

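Gene expression was measured by RNA sequencing in 64 libraries of whole dark-grown seedlings, 16 for each of CHA19, ENAP1, LBD16 and WRI3 fused to GR, from 4 insertion lines with 2 replicates of Dex and of mock treatment each. Seedlings were moved to 10 μM Dex or mock plates after 5 days and collected 24 h later. The authors trimmed the reads, mapped them to TAIR10 with STAR and deposited raw counts per gene and sequencing run, with no normalization. Every value used here is such a count or was computed from it. The 2 runs of each library were summed, as the authors did. The runs differed little more than by counting noise, with a chi-square per gene from 1.09 to 1.16, while replicates of a line and treatment had a median of 4.82. Total counts per library ran from 2059928 to 7968970, with a median of 5292626.

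Each GR-TF was fitted alone in edgeR 4.0.16 (R 4.3.3) with its robust quasi-likelihood fit, TMM normalization, edgeR's filter on low counts and a mean for each line and treatment. The Dex effect was averaged over the lines, the line by treatment term was tested with an F-test, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The square root of the dispersion was 0.120 in GR-CHA19 over the 15 libraries of the study's fit, and over all libraries 0.243 in GR-CHA19, 0.266 in GR-ENAP1, 0.297 in GR-LBD16 and 0.174 in GR-WRI3. Shares of DEGs in gene sets were tested with Fisher's exact test, against all tested genes or, for the Y1H targets, the screened genes tested. Pathways and compartments were those of Dataset EV1. The reference carries no gene ontology terms, so glycine cleavage, light harvesting, tetrapyrrole synthesis and the Calvin cycle were taken from product descriptions as a second family. Pathways were also tested with camera and fry of limma 3.58.1. The Y1H targets of CHA19, ENAP1 and LBD16 were not analysed here.

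Genes were named by a rule set before the data were examined, namely the genes the study names for this experiment and, in each GR-TF, the 3 largest rises and falls among DEGs with the same sign in all lines and a mean of at least 1 CPM. The alternatives were DESeq2 1.42.0, the study's glm.nb regression (MASS 7.3-60.0.1, with a sequential analysis of deviance), an additive design, a replicate block, relative log expression factors, library size alone, no filter, all libraries in one fit, an absolute log2 fold change of at least 1, and each library and each line left out in turn. For the repeated fits the study's model was computed in a vector form, whose p-values had a Spearman correlation with those of glm.nb between 0.997 and 0.9998 across genes. The glm.nb fit on 15 libraries was checked against the part of the GR-CHA19 deviance table held here, where it called 318 of 1771 genes against the study's 269, with 268 shared. The paper's methods name no fold change or p-value threshold for a DEG, and 0.05 was used.

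The methods were tested on simulated data built from the line means, library sizes and edgeR dispersions, with 200 of the more abundant genes changed 2-fold in each GR-TF. edgeR recovered 83.5% of them in GR-CHA19, 76.5% in GR-ENAP1, 74.5% in GR-LBD16 and 97.5% in GR-WRI3, and also called 6, 11, 9 and 22 unchanged genes, the last of 217 calls. The model of the study recovered 97%, 98%, 95.5% and 99.5%, and also called 1017, 1260, 1178 and 916 unchanged genes. DESeq2 recovered 94%, 90%, 86.5% and 97%, and called 25, 57, 56 and 28 unchanged genes, in GR-ENAP1 of 237 calls. The genes of Fig 3E changed less than these, with a median log2 fold change of 0.27 in GR-WRI3. Counts were drawn independently for each gene, so no simulated library stood apart as a whole. The shares recovered therefore do not tell how often smaller changes in the real libraries would be found. Tables and figures were made in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.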

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

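The tests of sequencing depth, of another line or GR-TF under a label, and of seed maturation and light harvesting genes were chosen only after the libraries were seen to stand apart. A library was singled out when its gap to the nearest of the 8 libraries of its GR-TF and treatment was too large a part of their range by Dixon's test, in 40 tests. This named 9 libraries by 12 values, where chance gives about 1 in 20.

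In GR-CHA19, line 7 Dex replicate 1 had a median Spearman correlation across genes of 0.779 with the other libraries of the GR-TF, where the other Dex libraries had at least 0.951. This is the library the study's fit left out. Compared with the other libraries of its line, 1984 genes differed more than 4-fold, against a median of 5 and at most 255 over the 61 libraries left once this one and the GR-ENAP1 and GR-LBD16 libraries that follow are set aside. GR-ENAP1 line 1 mock replicate 1 had 0.803, against at least 0.966 in the other mock libraries, and GR-LBD16 line 3 mock replicate 1 had 0.717, against at least 0.952. The difference between line 7 Dex replicate 1 of GR-CHA19 and its replicate was used to score every library along it, and is called the seedling stage score here. It was 0.853 in that library, as its construction makes it, and 0.701 in GR-ENAP1 line 1 mock replicate 1, against at most 0.0855 in the other GR-ENAP1 mock libraries. Across genes, the departures of these libraries from their lines had Pearson correlations of 0.91, 0.64 and 0.80, although genes are not independent replicates.

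Low depth is argued against, since the lowest rank of their total counts among the 16 libraries of a GR-TF was 14 from the lowest. A few abundant genes are argued against as well, since the 10 most abundant genes took a larger share than in every other library in 0 of the 3. An ordinary library of another line of the same GR-TF would correlate with the rest as libraries of all lines do, but the highest median correlation of the 3, 0.803, lies below the lowest of the other 61 libraries, 0.891. This cannot exclude a library of another line that departs for another reason. Another GR-TF under the label is argued against as well, since 3 of the 3 had more of their own transcription factor than every library of the other GR-TFs (CHA19 123 CPM against at most 79.7, ENAP1 162 against 110.2 and LBD16 56.4 against 18.4). Line marker genes placed 0 of the 3 with their own line under each of the 3 ways of choosing markers that were tried, but also only 48, 50 and 46 of the other 61, and decide nothing. An earlier seedling stage may be a candidate explanation: in 3 of the 3 libraries the seed maturation genes had a median log2 difference above 0 from the other libraries of the line (0.13, 0.65 and 0.24) and the light harvesting genes one below 0 (-1.01, -2.79 and -6.29). The spread of the first difference between other libraries was not tested. Another biological explanation was not tested.

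Smaller departures of the median Spearman correlation were those of GR-CHA19 line 9 mock replicate 2 (0.978, others at least 0.984), GR-ENAP1 line 2 Dex replicate 1 (0.897, others at least 0.959), GR-LBD16 line 3 Dex replicate 2 (0.963, others at least 0.973) and GR-WRI3 line 8 Dex replicate 1 (0.891, others at least 0.937). In the last, 22734 genes were detected, against at most 21917 in the other Dex libraries. Total counts were low in GR-ENAP1 line 4 Dex replicate 2 (2059928, others at least 4610739) and GR-LBD16 line 12 mock replicate 2 (2964241, others at least 4753476). The stage score was 0.535 in GR-WRI3 line 8 Dex replicate 1 and 0.461 in GR-ENAP1 line 2 Dex replicate 1, whose departures lie along the same difference (Pearson correlation across genes 0.92 and 0.88). It went the other way in GR-LBD16 line 3 Dex replicate 2 (-0.241) and was -0.0357 in GR-CHA19 line 9 mock replicate 2. No biological explanation of these was tested.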

How the results depend on the processing

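The alternatives that use the seedling stage score, the line by treatment term without each library, the study's model on 15 libraries and with either term, and all fits of the vector form of the study's model were chosen after seeing the data, and the rest before. Where no cause is given below, the cause was not tested. Over edgeR with relative log expression factors, and in GR-CHA19, GR-ENAP1 and GR-LBD16 also over edgeR without a filter, with library size alone, the additive design and the replicate block, the DEG counts were those of the edgeR fit. They were 0 in these GR-TFs, where 2062, 217 and 889 genes had an unadjusted p-value under 0.05 with the replicate block.

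With the study's glm.nb model, the DEGs up and down were 1757 and 1593 in GR-CHA19 with 15 libraries (2902 and 1413 with 16), 103 and 139 in GR-ENAP1, 638 and 885 in GR-LBD16 and 2203 and 1779 in GR-WRI3. Its line by treatment term passed for 2234 (1680 with 16 libraries), 5541, 1759 and 1039 genes. With either term the DEGs were 3445 and 1912, 2075 and 3609, 1180 and 1798, and 2535 and 2149. In GR-WRI3, edgeR without the filter gave 1155 up, 444 down and 596 line-dependent, DESeq2 26 and 2, the additive design 8 up, the fold change threshold 2, the fit of all libraries 2 and the stage score 11. The replicate block gave 5 up, like the fit without it. In GR-LBD16 DESeq2 gave 1 up and the fit of all libraries 2, in GR-ENAP1 the stage score gave 2, and in GR-CHA19 DESeq2 gave 2 line-dependent. Without the filter, edgeR took the spread of each GR-WRI3 gene wholly from the trend across genes, where with it the trend had 5.24 prior degrees of freedom.

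Across the 16 fits that each left out one library, the DEGs up and down ranged over 0 to 4167 and 0 to 4524 in GR-CHA19 (highest without line 7 Dex replicate 2), 0 to 4705 and 0 to 3951 in GR-LBD16 (line 3 mock replicate 2) and 1 to 2432 and 0 to 2384 in GR-WRI3 (line 8 Dex replicate 2), and were 0 in each such fit in GR-ENAP1, where 3966 genes had an unadjusted p-value under 0.05 without line 1 mock replicate 2. The line by treatment term ranged over 0 to 6785 in GR-CHA19, 0 to 6712 in GR-ENAP1 (highest without line 1 mock replicate 2), 0 to 9270 in GR-LBD16 and 0 to 1025 in GR-WRI3, highest without the same libraries as above. With the stage score it passed for 11 genes in GR-CHA19. Each of these fits leaves the cell of the line and treatment with the other replicate alone, so that its departure no longer adds to the spread, and at the highest counts that replicate is the one that stands apart from the other libraries of its GR-TF. Without line 3 mock replicate 1, 2 genes were up in GR-LBD16, and without line 8 Dex replicate 1, 11 were up and 1 down in GR-WRI3. Without each line in turn the counts up were 0 to 4 in GR-LBD16 and 0 to 10 in GR-WRI3, those down 0 to 1 in GR-WRI3, and the others 0. With the study's model in vector form, the ranges without a library were 1188 to 6174 and 696 to 5136 in GR-CHA19, 64 to 859 and 52 to 1631 in GR-ENAP1, 230 to 5112 and 234 to 6009 in GR-LBD16, 1084 to 4629 and 928 to 3796 in GR-WRI3. With the stage score in that model they were 768 and 555 in GR-CHA19, 566 and 549 in GR-ENAP1, 409 and 516 in GR-LBD16, 352 and 223 in GR-WRI3. Without the score it gave 1758 up in GR-CHA19 with 15 libraries. In GR-ENAP1 glm.nb itself gave 139 down against the 78 of the vector form.

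In GR-WRI3 the tests of gene sets passed as follows. Of the TCA cycle genes the DEGs were 37.3% (p = 0.00836) with glm.nb by Fisher's exact test, 43.1% (p = 0.00471) with either term, 3.92% (p = 0.00274) with DESeq2, and 1.96%, a single gene, with the additive design (p = 0.0221), the replicate block (p = 0.0139), library size alone (p = 0.0193) and the stage score (p = 0.0302). Of the Y1H targets they were 66.7% (p = 0.0240) with glm.nb by the exact test, 77.8% (p = 0.00511) with either term, 11.1% (p = 0.0239) with DESeq2 and 38.9% (p = 0.0240) without the filter. Of the Y1H TCA cycle targets they were 71.4% (p = 0.00685) with glm.nb by the exact test (p = 0.0143 with either term), 28.6% (p = 4.71e-05) with DESeq2, and 14.3% with the additive design (p = 0.00305), the replicate block (p = 0.00191), library size alone (p = 0.00267) and the stage score (p = 0.00420). Of the plastidic genes they were 85.7% (adjusted p = 0.00240) with glm.nb by the exact test, 85.7% with either term (adjusted p = 0.00611), 28.6% (adjusted p = 0.000189) with DESeq2 and 14.3% with the additive design, the replicate block, library size alone and the stage score (adjusted p from 0.00764 to 0.0168). Without a library the TCA cycle genes reached 40.4%, the Y1H targets 55.6%, the Y1H TCA cycle targets 57.1% and the plastidic genes 71.4%, and all fell to 0% in other fits. Without a line the highest were 1.96%, 5.56%, 14.3% and 14.3%. In the vector form the TCA cycle genes ranged over 13.5 to 69.2% without a library, and the exact test did not pass without line 8 mock replicate 1 (p = 0.304), line 8 mock replicate 2 (p = 0.391) or line 10 mock replicate 2 (p = 0.0532). With the locus PDH-E1 ALPHA 2 in place of PDH-E1 ALPHA 1 among the targets, the share in edgeR's DEGs stayed 0%.

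Of the screened genes, DEGs were 28.9% in GR-CHA19 with glm.nb on 15 libraries (37.9% with 16, 43.7% with either term, up to 60.1% without a library), up to 57.3% in GR-LBD16 without a library, and in GR-WRI3 41.9% with glm.nb, 46.6% with either term, 17.9% without the filter, 1.57% with DESeq2 and up to 43.0% without a library. The pathways that passed numbered 2 in GR-CHA19 with glm.nb on 15 libraries, and over all libraries 2, 0, 1 and 5 in GR-CHA19, GR-ENAP1, GR-LBD16 and GR-WRI3 with glm.nb, 1, 1, 0 and 5 with either term, 2, 2, 1 and 4 under camera and 0 in each under fry, so that no camera call held there, 3 in GR-WRI3 without the filter, and at most 2, 0, 1 and 4 without a library. The log2 fold changes of the induced factors, all near 0, changed sign: CHA19 to 0.0167 over 15 libraries, 0.0384 with library size alone and 0.035 with the stage score, and from -0.0726 to 0.0167 without a library; ENAP1 from -0.189 to 0.277 without a library; LBD16 to -0.0126 with library size alone, -0.0277 with the stage score and from -0.0412 to 0.0574 without a library; and WRI3 to 0.0218 with the stage score. In the fit of all libraries IGMT5, BCCP2 and ACP2 did not pass, nor did ACP2 with the replicate block. Library size alone raised the share of genes higher with Dex among those at an unadjusted p-value under 0.05. It went from 72.8% to 83.7% in GR-CHA19 over 16 libraries and from 60.3% to 72.8% in GR-WRI3. The excess of higher genes in GR-CHA19 was not seen over the 15 libraries of the study's fit. With TMM, 1081 genes were higher and 1131 lower there at that threshold, against 1864 and 696 over 16.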

Differences from the paper's values

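The paper's Fig 3B, read by eye, shows about 2300 genes up and about 1900 down in GR-CHA19, about 390 genes up and about 410 down in GR-ENAP1, about 910 genes up and about 950 down in GR-LBD16 and about 1400 genes up and about 1300 down in GR-WRI3. In edgeR the numbers were 0 and 0, 0 and 0, 0 and 0, and 5 and 0, with 2212 (15 libraries) and 2560 (16 libraries), 335, 1180 and 2836 genes at an unadjusted p-value under 0.05. With glm.nb on the 15 libraries of the study's fit, chosen after seeing the values, GR-CHA19 had 1757 up and 1593 down. Of the alternatives set before the data were examined, the glm.nb model that the paper's methods name came within 1.5 times of the paper's count for GR-CHA19 with 16 libraries up (2902) and down (1413), GR-LBD16 up (638) and down (885) and GR-WRI3 down (1779). For GR-WRI3 up, edgeR without the filter did (1155) and glm.nb did not (2203). None did for GR-ENAP1, where glm.nb gave 103 and 139. The glm.nb fit here is not the study's in every detail. It used edgeR's filter, which left 18538 genes in GR-CHA19 with 15 libraries, where the study's deviance table holds 21216. The adjustment therefore ran over another set of genes. Line was also entered before treatment, while the paper's formula lists treatment first.

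The paper states that 71.4% of the Y1H TCA cycle targets of WRI3 were recovered, and the edgeR value was 0%. Among the alternatives set before the data were examined, glm.nb gave 71.4% and the highest of the fits without a library 57.1%, and no other came within 1.5 times. The paper's 28.5% is read here as the share of all TCA cycle genes that were DEGs, which its wording leaves open, and the edgeR value was 0%. glm.nb gave 37.3% and the highest of the fits without a library 40.4%, and no other alternative set before the data were examined closed this gap.

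The paper's Fisher p-values are 0.0006 for the Y1H TCA cycle targets, 0.0018 for the TCA cycle genes, 0.01159 for the mitochondrial and 0.001431 for the plastidic TCA cycle genes. The DEGs of edgeR held 0 genes of these sets, which fixes Fisher's exact p at 1.00 for each, so that it says nothing on the paper's values. With glm.nb they were 0.00685, 0.00836, 0.0974 and 0.000601. Within 1.5 times of the paper's values, the alternatives set before the data were examined gave only the plastidic p-value with the replicate block (0.00191).

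By the legend of Fig 3E, genes drawn in red are lowered by GR-WRI3 and genes drawn in blue raised. Of the 21 genes drawn in red, 21 were higher with Dex, with a median log2 fold change of 0.35, and 20 of them were DEGs of glm.nb, also higher. Of the 2 drawn in blue, 1 was higher and 1 lower. The higher, CSY3, lay near 0 at 0.03, and the lower, PDH-E1 ALPHA 2 at -0.15, was their only DEG of glm.nb. The DEGs of glm.nb in both colours thus went against the legend. In its text the paper places glycolysis/gluconeogenesis and TCA cycle terms among the genes raised in GR-WRI3. Whether the legend or the sign convention is behind this was not tested. The direction here follows the treatment named for each library as deposited. The paper states enrichment of Y1H targets among the DEGs of GR-ENAP1 and GR-LBD16, and the target lists of both were not analysed here. Among ontology terms it finds glycolysis and gluconeogenesis enriched in the genes lowered in GR-LBD16, and with glm.nb the glycolysis/gluconeogenesis genes of Dataset EV1 were not (adjusted p = 1.00 from Fisher's exact test). The paper places the TCA cycle DEGs of GR-WRI3 in mitochondria and plastids, and with glm.nb the mitochondrial genes had a Fisher p-value, Benjamini-Hochberg adjusted over the compartments, of 0.195.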

Other observations

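The test of the size of the correlations between GR-TFs, that of the TCA cycle genes with the stage score and the placing of GR-ENAP1 libraries by line marker genes were chosen only after the result was seen. The Dex and mock libraries were split anew within each line, 50 times for edgeR and 100 times, on 4000 genes, for the study's model, the real split included. As many DEGs of edgeR as in the real split were found in 50 of 50 splits in GR-CHA19, 50 in GR-ENAP1 and 50 in GR-LBD16, whose real count is 0, and in 1 of 50 in GR-WRI3, the real one, so that its 5 genes are argued not to come from the split alone. As many genes at an unadjusted p-value under 0.05 were found in 4 in GR-CHA19, 31 in GR-ENAP1, 4 in GR-LBD16 and 4 in GR-WRI3 of 50 splits. These include the real split and splits that leave Dex and mock libraries apart in some lines. In GR-CHA19 the others had 2562, 2851 and 3058 genes, and each kept lines 7, 8 and 9 apart in this way. Such splits keep part of any Dex effect, so they do not show that the real count comes from the split alone. With the study's model, over the 15 libraries of its fit in GR-CHA19 where edgeR's splits use all 16, the real split gave 681 in GR-CHA19, 37 in GR-ENAP1, 317 in GR-LBD16 and 870 in GR-WRI3, and 15, 57, 7 and 5 of 100 splits gave as many. Splits that set line 8 Dex replicate 1 or the other libraries that stand apart against the rest were not examined on their own.

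The study's model passed more genes than edgeR in each GR-TF. On counts simulated with the spread edgeR found and no Dex effect, it called 3868 of 73031 genes, DESeq2 21 and edgeR 0 (with 4.86% of genes at an unadjusted p-value under 0.05 in GR-WRI3). This is consistent with the likelihood fit of each gene underestimating the spread between replicates. The simulation takes its spread from edgeR's estimates, so it cannot say how many of the study's DEGs in the real counts are in error.

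With the seedling stage score as a covariate, the DEGs of the study's model in GR-WRI3 went from 3975 to 575. Libraries that differ in seedling stage may therefore account for part of that count, but a response to Dex in the same genes would be removed as well, since the mean score was 0.07 with Dex and -0.07 with mock treatment. The overrepresentation of TCA cycle genes among those DEGs passed the threshold with the score (6 of 51 genes, Fisher's exact test, p = 0.00507), with an odds ratio of 4.14 against 2.15 without it, but not in 3 of 16 fits that also left out a library, where p reached 0.0772 without line 17 mock replicate 1. Over all of these fits the odds ratio ranged from 2.22 to 5.87. Without the score p reached 0.391 without line 8 mock replicate 2. Whether seedling stage is behind this overrepresentation therefore cannot be told apart from other sources, since the DEGs left with the score hold so few of these genes that a single library can take the test past its threshold or not. In edgeR the score left 11 DEGs up in GR-WRI3.

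Between pairs of GR-TFs, the log2 fold changes with Dex had Pearson correlations across 17718 genes of -0.30 (CHA19 and ENAP1), -0.49 (CHA19 and LBD16), 0.20 (CHA19 and WRI3), 0.73 (ENAP1 and LBD16), -0.20 (ENAP1 and WRI3) and -0.52 (LBD16 and WRI3). Their mean was -0.10, and 27 of 100 random splits lay below it. With the stage score the mean was -0.0277. Since the pairs go both ways, neither mean decides whether a response to Dex shared by all lines or seedling stage is behind them, and the explanations cannot be told apart by it. The mean size of the correlations, whatever their sign, went from 0.41 to 0.0828 with the score, while random splits had a median size of 0.34 and 31 of 100 were as large as the real one. The score is taken from expression in a library that stands apart, so using it lowers correlations along that difference whatever the cause. The drop in size therefore does not decide whether seedling stage is behind the correlations. A library without a GR-TF would be needed to measure a response to Dex itself.

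The level of ENAP1 ranged from 162 to 479 CPM between libraries of line 1 of GR-ENAP1 and from 283 to 564 in line 5. Line marker genes placed 13 of the 16 GR-ENAP1 libraries with the line on their label, and 14 and 12 under the other ways of choosing them. A library of another line under the label and a real difference in level cannot be told apart, since the markers also misplace libraries of other GR-TFs. The lowest library of line 1 is the one that stands apart from the other libraries. Its low correlation sets it apart from the libraries of every line. It therefore cannot exclude a library of another line that departs for another reason. Its 162 CPM lies within the range of line 2, 127 to 179 CPM. The line marker genes placed it nearest line 2 in 1 of the ways of choosing them. No biological explanation was tested.

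The replicate numbers do not pair Dex with mock libraries. Over 16 lines, the correlation across genes of the replicate difference between Dex and mock libraries ranged from -0.34 to 0.42, with a median of 0.01.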
